# miRNA‐regulated transcription associated with mouse strains predisposed to hypnotic effects of ethanol

**DOI:** 10.1002/brb3.989

**Published:** 2018-04-30

**Authors:** B. Vestal, P. Russell, R.A. Radcliffe, L. Bemis, L.M. Saba, K. Kechris

**Keywords:** calcium/calmodulin‐dependent protein kinase II inhibitor 1, ethanol sensitivity, loss of righting reflex, microRNA expression, microRNA target interactions, mmu‐miR‐106b, mouse brain, mRNA expression, recombinant Inbred mouse strains, RNA sequencing

## Abstract

**Introduction:**

Studying innate sensitivity to ethanol can be an important first step toward understanding alcohol use disorders. In brain, we investigated transcripts, with evidence of miRNA modulation related to a predisposition to the hypnotic effect of ethanol, as measured by loss of righting reflex (LORR).

**Methods:**

Expression of miRNAs (12 samples) and expression of mRNAs (353 samples) in brain were independently analyzed for an association with LORR in mice from the LXS recombinant inbred panel gathered across several small studies. These results were then integrated via a meta‐analysis of miRNA–mRNA target pairs identified in miRNA‐target interaction databases.

**Results:**

We found 112 significant miRNA–mRNA pairs where a large majority of miRNAs and mRNAs were highly interconnected. Most pairs indicated a pattern of increased levels of miRNAs and reduced levels of mRNAs being associated with more alcohol‐sensitive strains. For example, *CaMKIIn1* was targeted by multiple miRNAs associated with LORR. CAMK2N1 is an inhibitor of CAMK2, which among other functions, phosphorylates, or binds to GABA_A_ and NMDA receptors.

**Conclusions:**

Our results suggest a novel role of miRNA‐mediated regulation of an inhibitor of CAMK2 and its downstream targets including the GABA_A_ and NMDA receptors, which have been previously implicated to have a role in ethanol‐induced sedation and sensitivity.

## 1 INTRODUCTION

Alcohol use disorders are a major health and societal problem in the United States. More than 18 million Americans meet the diagnostic criteria for alcohol abuse or dependence (Grant et al., 2004). It is estimated that 50%–60% of the variance in alcohol dependence can be attributed to genetic factors (Dick & Foroud, 2002). Some genetic variants relevant to alcohol use disorders may occur in gene coding regions and affect the structure and function of a protein (Johnson et al., 2011). Several candidate genes with these types of variants have been proposed as etiological factors in the development of alcohol use disorders based on association studies of alcohol dependence in humans and other animals, but without a complete understanding of how these gene products may mediate the development of alcohol use disorders (Dick & Bierut, 2006). Other variants may occur in noncoding regions or synonymous codon positions and can affect the regulation of gene or protein expression or the activity of noncoding (nc) RNA. Due to their diverse roles, noncoding polymorphisms are more difficult to characterize, but are often identified in genomewide association studies and have been shown to contribute to disease and clinical phenotypes (Goulart et al., 2015; Musunuru et al., 2010).

One type of ncRNA is a microRNA (miRNA), which is relevant for studying differences in gene expression as it can serve as master regulator of stability and translation of a large number of RNA transcripts. miRNAs typically bind to the 3′ untranslated region (3′ UTR) of target messenger RNA (mRNA) and can facilitate degradation of the transcript or repress subsequent translation (Bartel, 2009). The examination of the role of miRNA has been recognized as an important direction for studying neuropsychiatric disorders such as alcohol dependence (Forero, van der Ven, Callaerts, & Del‐Favero, 2010; Miranda et al., 2010). In particular, the review in Forero et al. (2010) highlights the importance of comprehensive profiling of miRNA expression in genetic models of psychiatric diseases. In rodent neurons, miR‐9 was found to target and promote degradation of specific splice variants of the BK channel (Pietrzykowski et al., 2008). Differences in the relative amount of isoform variants within the BK channel contribute to the channel's tolerance and sensitivity to alcohol (Pietrzykowski et al., 2008). A recent study by Mamdani et al. used coexpression networks consisting of both miRNAs and mRNAs to identify modules correlated with alcohol dependence in the nucleus accumbens of postmortem brain from human subjects with or without alcohol dependence (Mamdani et al., 2015). They found neuronal specific modules enriched for genes involved in oxidative phosphorylation, mitochondrial dysfunction, and MAPK signaling.

Because of the genetic heterogeneity, ethical concerns, and uncontrolled environmental effects in human studies, animal models are an invaluable alternative for studying the genetics of alcohol dependence, including the functional role of miRNAs (Tabakoff & Hoffman, 2000). For example, Nunez et al. found significant conservation in the miRNAs that were differentially expressed in response to ethanol in the frontal cortex of mice as compared to the miRNAs found to be differentially expressed in the prefrontal cortex of postmortem brains from human alcoholics when compared to nonalcoholics (Nunez et al., 2013). Furthermore, animal models are amenable to the study of subtraits, called endophenotypes, which may be critical components to the full expression of a disorder. Measuring endophenotypes that may be functionally related to alcohol dependence on a genetically profiled panel of (typically mammalian) animals has been important for discovering candidate risk factors and genes (Tabakoff & Hoffman, 2000). One well‐studied endophenotype is sensitivity to low doses of alcohol, as first noted by Schuckit (Schuckit, 1980), who observed that individuals who were “family history positive” for alcohol use disorders were reliably less sensitive to the effect of an acute alcohol challenge, compared to those who were “family history negative”, a phenomenon that Schuckit termed “low level of response.” Level of response subsequently has been shown to be heritable (Heath et al., 1999) and to be a reliable predictor of future drinking problems (Schuckit, 1994). Given this finding, studying the molecular factors that influence endophenotypes of initial sensitivity to the high‐dose hypnotic effect of alcohol could be an important step toward understanding the factors that influence the level of alcohol consumption, potentially leading to alcohol use disorders.

The main focus of the work presented here is to identify miRNA–mRNA pairs that are associated with initial sensitivity to the hypnotic effect of ethanol as measured by loss of righting reflex (LORR; (Haughey et al., 2005)) in a well‐characterized mouse recombinant inbred panel. This was achieved by first analyzing mouse miRNA and mRNA expressions aggregated from several small studies independently for an association with LORR, and then combining the results via a meta‐analysis of all miRNA–mRNA pairs that had either a predicted or validated interaction. From this analysis, a final set of candidate pairs with a strong relationship with LORR was investigated in more detail, including experimental validation for a selected interaction.

## 2 MATERIALS AND METHODS

### 2.1 LXS panel

The original long‐sleep (LS) and short‐sleep (SS) lines of mice were selectively bred for a long or short duration of LORR due to ethanol (i.e., sleep time) from a heterogeneous stock that was derived from eight different inbred mouse strains (Markel, Defries, & Johnson, 1995; Williams et al., 2004). The inbred LS (ILS) and SS (ISS) were subsequently generated from the selected lines and were used as founders for creating the LXS (ILSXISS) RI panel (Williams et al., 2004).

Our work includes data from animals in three separate data sets derived from smaller studies that we looked to integrate via a meta‐analysis. All animal procedures have been established to ensure the absolute highest level of humane care and use of the animals and have followed the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. All procedures were approved by the University of Colorado Anschutz Medical Campus Institutional Animal Care and Use Committee (IACUC). The first set of mice included the two parental strains of the LXS panel, the ILS and ISS (Figure 1a). In this experiment, male mice (group housed) approximately 9 weeks of age received a saline treatment (Bennett et al., 2015). Mice were administered normal saline (0.01 ml/g) and sacrificed 8 hr later by CO_2_ inhalation followed by decapitation during the light phase. The brain was removed, further dissected into cerebellum and whole brain (minus the olfactory bulbs), and stored in RNALater (Thermo Fisher Scientific, Wilmington, DE, USA) at −20°C until RNA extraction. A total of six mice comprise the saline data set with three for each strain.

**Figure 1:**
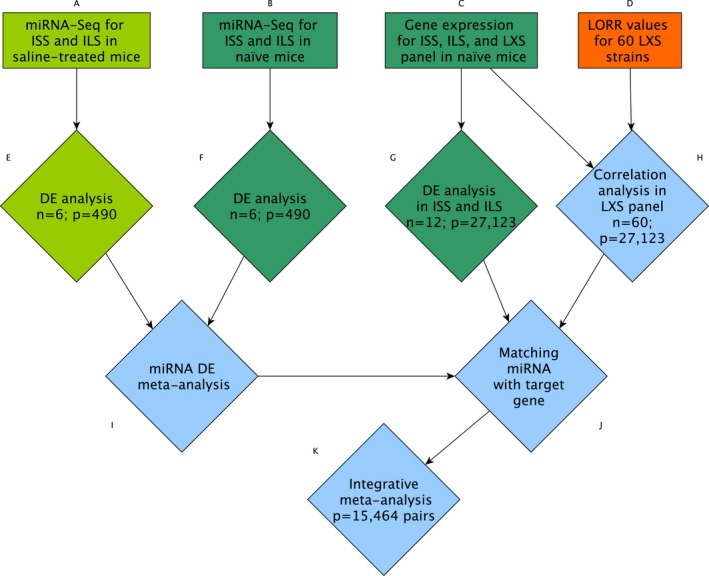
Visualization of the analysis pipeline resulting in the integrative meta‐analysis associating miRNA–mRNA pairs with loss of righting reflex (LORR). Rectangles represent data sources, and diamonds are analysis steps. Light green denotes data and analyses specific to the saline‐treated mice, dark green for the naïve mice, and orange for previously published information. Each blue node is a step where information is integrated from multiple sources. The numbers in the analysis nodes represent the number of samples analyzed (*n*) at that step, and the number of features interrogated (*p*). DE, differential expression

In the second data set (Figure 1b,c), RNA from brains of 60 strains of the LXS panel and the two parental strains was analyzed. We will refer to this set of mice as the naïve set. Male mice (group housed) were rapidly sacrificed using CO_2_ gas at approximately 10 weeks of age during the light phase, and brains were removed, divided sagittally, and placed in RNALater (Thermo Fisher Scientific) for RNA extraction and quantitation. In the naïve data set, whole brain miRNA expression was available for the parental strains (*n* = 3 replicates per strain, total of six samples) while whole brain mRNA expression was available for both parental strains and the 60 LXS strains (*n* = 4–6 replicates per strain, total of 353 samples).

For the third data set (Figure 1d), published LORR phenotypic data from the LXS panel were used (Haughey et al., 2005). Briefly, mice were administered an intraperitoneal dose of ethanol and placed on their backs in a V‐shaped tray. The time at which the mice could not right themselves (correct their orientation) was recorded as the initial loss of righting reflex. The time at which the mice could right themselves three times within 1 min was recorded as the time of regaining the righting reflex. LORR was calculated as the difference between the times of regain and initial loss of the righting reflex in minutes. While this data were collected from mice that were unexposed to ethanol prior to the LORR experiment (similar to the naïve mice described above), the LORR values are highly correlated with values collected from saline‐treated mice (Spearman's rank correlation = 0.83; exact *p* < 1e‐6) which suggest that the LORR phenotype is not affected by the saline injection (Bennett et al., 2015).

### 2.2 Sample and data collection

#### 2.2.1 miRNA extraction, sequencing, and quantitation

In the saline‐treated mice, total RNA was collected from whole brain (minus cerebellum and olfactory bulbs), and miRNA libraries were prepared using the Illumina TruSeq Small RNA Sample Prep kit (Illumina, San Diego, CA, USA). Fragments between 20 and 35 base pairs were size selected, and libraries were barcoded and sequenced on a single lane of an Illumina HiSeq 2000 (Illumina). For the naïve data set, total RNA was collected from whole brain (right hemisphere) using the RNeasy Plus Universal Midi, Mini, and MinElute kits for RNA sequencing (Qiagen, Valencia, CA, USA). Again, libraries were prepared using the Illumina TruSeq Small RNA Sample Prep kit (Illumina), and fragments between 20 and 35 base pairs were size selected. Libraries were sequenced on the Illumina HiSeq 2500 platform (Illumina) in three lanes in one batch. Alignment was performed with Bowtie (version 1.1.1; RRID: http://scicrunch.org/resolver/SCR_005476; (Langmead, Trapnell, Pop, & Salzberg, 2009)), and quantitation was performed with RSEM (version 1.2.19; RRID: http://scicrunch.org/resolver/SCR_013027; (Li & Dewey, 2011)) to estimate counts for a miRNA transcriptome (Appendix S1).

#### 2.2.2 mRNA extraction and quantitation

For measures of brain mRNA expression levels (Figure 1c), the public data set on 60 LXS strains and the two parental strains was downloaded from the PhenoGen website (http://phenogen.ucdenver.edu; RRID: http://scicrunch.org/resolver/SCR_001613; (Vanderlinden, Saba, Bennett, Hoffman, & Tabakoff, 2015; Hoffman et al., 2011)). These data were generated using total RNA extracted from whole brain of the same naïve mice as above (using the left hemisphere instead of the right) and using the same extraction procedure as described earlier. Data processing is described in the Appendix S1.

#### 2.2.3 LXS marker set

The original LXS genetic marker set consisting of 303,988 single nucleotide polymorphisms (SNPs) with unique dbSNP identifiers was generated by The Jackson Laboratory using the Affymetrix Mouse Diversity Genotyping Array (Yang et al., 2011) (Appendix S1).

### 2.3 Statistical analysis

The individual steps of the analysis pipeline are illustrated in Figure 1 and detailed in the following subsections. In short, differential expression analyses between the parental strains ISS and ILS were conducted in both of the miRNA data sets (Figure 1a,b) as well as the mRNA data set (Figure 1c). Additionally, a correlation analysis between LORR values and mRNA expression was performed (Figure 1d) in the other LXS strains to focus attention on miRNA–mRNA target pairs associated with LORR as the ISS and ILS may also differ on other phenotypes. Evidence for an association between the curated list of candidate miRNA–mRNA target pairs and LORR was assessed using a meta‐analysis (Figure 1k) that integrated the raw *p*‐values from the individual analyses.

All analyses were performed using R version 3.1.2 (Team, 2000). Although miRNAs target mRNAs, not genes, the analyses are all performed at the gene level because the data resources described below are summarized (mRNA expression) or only available (miRNA‐target database) at the gene level. Adjustments for multiple comparisons were performed using a false discovery rate (FDR) when applicable (Benjamini & Hochberg, 1995).

#### 2.3.1 *miRNA:* differential expression

The two miRNA data sets were analyzed independently because of total confounding between the exposure to saline and experiment (Figure 1e,f). miRNA features were filtered to only include the miRNAs that had at least three samples with a count per million value greater than 1 based on the RSEM quantitation (Rau, Gallopin, Celeux, & Jaffrézic, 2013). A miRNA had to pass this filter in both data sets independently. For the miRNAs passing this filter, separately for the saline‐treated and naïve data sets, a test for differences between strains (ILS vs. ISS) was performed with a quasi‐likelihood ratio test (QuasiSeq R package V1.0‐8; RRID: http://scicrunch.org/resolver/SCR_001715) comparing the model including a strain effect to an intercept‐only model (Lund, Nettleton, Mccarthy, & Smyth, 2012) (Appendix S1). Unadjusted *p*‐values were retained for use in subsequent analyses and were also examined during intermediate analyses to assess the evidence of differential expression between strains from each set. Finally, the unadjusted *p*‐values from tests for differential expression were combined via a meta‐analysis using Stouffer's *Z*‐score method (Rosenthal, 1978) for all miRNAs that passed the counts per million filters in both data sets (Figure 1I).

#### 2.3.2 mRNA: differential expression and LORR correlation

Two separate analyses were performed to investigate the relationship between mRNA expression and LORR. First, differential expression between the parental strains was analyzed using a linear model framework with the limma package (V3.28.17; RRID: http://scicrunch.org/resolver/SCR_010943) in R (Figure 1g) (Smyth, 2005). Second, a Spearman's rank correlation between mRNA expression (using strain means) and LORR was computed for each gene in the LXS panel mice, without the parental strains (Figure 1h).

#### 2.3.3 miRNAs and mRNAs: integrative analysis

The set of all filtered miRNAs was examined with the multiMiR R package V2.1.1 (Ru et al., 2014) to find both validated and predicted targets, reported at the gene level, for each miRNA. All validated pairs that appeared in at least one database and the predicted target interactions that appeared in at least five databases of eight were retained for further analysis (Figure 1j). For each of the miRNA–mRNA target pairs, the unadjusted *p*‐values from the three different analyses (miRNA differential expression, mRNA differential expression, and mRNA–LORR correlation) were combined using the Stouffer's Z‐score method (Rosenthal, 1978) to obtain an integrative meta‐analysis *p*‐value for that pair (Figure 1k), which were then adjusted for multiple comparisons using a FDR threshold of 0.10 (Appendix S1).

#### 2.3.4 Further characterization of miRNA–mRNA pairs

All of the unique mRNAs and miRNAs in the significant miRNA–mRNA pairs from the integrative meta‐analysis were tested for statistical enrichment of pathways (Appendix S1). Additionally, for each pair, the location of the miRNAs in the genome was compared with both the associated mRNA's expression (e)quantitative trait locus (if a significant one was found) and the LORR QTLs (Appendix S1). Additional summaries were tabulated for the significant pairs (Appendix S1).

#### 2.3.5 Validation of selected predicted targets

A miRNA–gene pair with one of the strongest integrated meta‐analysis *p*‐values was selected for experimental validation of the predicted relationship. A luciferase assay was performed where the predicted mmu‐miR‐106b‐5p binding site in *CaMKIIn1* (calcium/calmodulin‐dependent protein kinase II inhibitor 1) was placed in the plasmid pSI‐CHECK2 and expressed in HEK293T cells to confirm binding of miR‐106b‐5p to *CaMKIIn1* (Appendix S1).

## 3 RESULTS

### 3.1 Differential expression of miRNA

Approximately 9 to 12 million (M) RNA‐Seq reads per sample after clipping and quality filtering were retained from the small RNA fraction in the saline‐treated mice. Of these reads, the majority aligned to miRNAs (57%; Table S1). 

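Inbred Long Sleep (ILS) and Inbred Short Sleep (ISS) mice descend from lines selected for the duration of the loss of the righting reflex after ethanol, and ILS is the more sensitive strain. Brains of 3 ISS and 3 ILS mice were taken 8 hr after an injection of saline at 0.01 ml/g, without cerebellum and olfactory bulbs. The methods give an age of 9 weeks and the sample labels give 10 weeks. The authors sequenced small RNA, clipped and filtered the reads, and deposited an estimated count for each mature miRNA. In ISS mice S13, S14 and S15 these counts sum to 2677441, 2611718 and 2885792. In ILS mice S13, S14 and S15 they sum to 2204792, 2885676 and 2402342. These totals, not the reads per sample, are the depth behind the values given here. Each library was scaled by its 75th percentile of counts, and ISS was compared with ILS by edgeR's quasi-likelihood F test, two-sided. An exact test of 3 mice against 3 cannot give a p below 0.1, so the calls rest on a model fitted across miRNAs. No pair of libraries of a group was a duplicate, since their chi-square per degree of freedom ran from 18.1 to 1922 over both data sets.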

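The untreated (naïve) mice were 3 ISS and 3 ILS males of about 10 weeks, and their brains kept the cerebellum and olfactory bulbs according to the supplement. The ISS libraries K9, K4_rep_2 and K15 hold 6071603, 17274759 and 8257090 miRNA counts. The ILS libraries K6, K17 and K12 hold 6011506, 6519754 and 6370025. The ISS library K4_rep_2 is thus the deepest of the 12 libraries. The sample labels place 1 of the ISS mice in another sequencing batch than the other 5 naïve mice, but the names of the libraries do not tie it to a label, so no values within a batch can be given. The naïve libraries were scaled and tested apart from the saline-treated ones, because treatment, dissection and sequencing all differ between the data sets.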

The same process for the naïve mice resulted in about 15M–30M reads per sample with the majority aligning to miRNAs (62%; Table S1). Only miRNA features were quantified using RSEM and used for statistical analyses. A total of 1,915 miRNAs were interrogated with 490 of these passing the counts per million filter in both of the data sets. 

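The deposited counts cover 483 entries with 490 miRNA names, since 7 entries name a pair of miRNAs. All 483 passed 1 CPM in at least 3 samples of each data set, and 308 passed 10 CPM. In every saline-treated mouse the most abundant miRNA was mmu-miR-127-3p, from the imprinted Dlk1-Dio3 cluster, with 19.7% to 23.0% of the counts. In every naïve mouse it was mmu-miR-181a-5p, a miRNA of neurons and lymphocytes, with 18.4% to 23.8%. Each library held at least 1 count for 479 to 483 of the entries.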

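Library sizes of the saline-treated ISS and ILS mice ran from 2.20M to 2.89M counts with a median of 2.64M. Those of the naïve ISS and ILS mice ran from 6.01M to 17.3M with a median of 6.44M. The median count of a miRNA was 113 to 159 in the saline-treated mice and 137 to 451 in the naïve mice. The 10 most abundant miRNAs took 63.2% to 64.9% of the counts in saline-treated mice and 69.0% to 72.4% in naïve mice.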

The median miRNA library sizes were 2.6M and 6.4M counts for saline‐treated and naïve samples, respectively, using estimated counts from RSEM for only miRNAs (Table S1).

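In the saline-treated mice, mmu-miR-1981-5p, a little-studied miRNA, had the smallest p. It stood at 102 ± 8.81 normalized CPM in ISS and 58.8 ± 7.39 in ILS (mean ± SD, n = 3 mice each), and edgeR's model gave a log2 fold change of ISS over ILS of 0.79 (SE 0.13, adjusted p = 0.0855). mmu-miR-142a-5p, a miRNA of blood cells and microglia, stood at 108 ± 13.1 in ISS and 66.9 ± 6.04 in ILS (log2 fold change 0.69, SE 0.13). The log2 fold change was 0.60 (SE 0.12) for mmu-miR-1839-3p, 2.74 (SE 0.64) for mmu-miR-363-3p of the miR-106a-363 cluster, 0.56 (SE 0.15) for mmu-miR-670-3p and 0.39 (SE 0.11) for mmu-miR-431-5p of the Dlk1-Dio3 cluster. That of mmu-miR-363-3p rests on very few counts in ILS. Higher in ILS were mmu-miR-467d-3p, from the large cluster within Sfmbt2 (-0.89, SE 0.22), and mmu-miR-3065-3p, antisense to miR-338 (-0.50, SE 0.14). Among 5 measured oligodendrocyte miRNAs, 4 (mmu-miR-219a-2-3p, mmu-miR-219a-5p, mmu-miR-219b-5p and mmu-miR-338-5p) were lower in ISS and none higher at an unadjusted p under 0.05 from edgeR (3 lower when adjusted over the list alone). As a set they passed as lower in ISS only with a preset correlation of 0.01 (camera, adjusted p = 0.00577). With the estimated correlation of 0.504 they did not (0.899). Among 8 miRNAs of microglia and immune cells, 4 (mmu-miR-142a-3p, mmu-miR-142a-5p, mmu-miR-146b-5p and mmu-miR-155-5p) were higher in ISS and none lower (3 higher when adjusted over the list alone). Their set also passed as higher in ISS only with the preset correlation (camera, adjusted p = 0.0281, and 0.103 without ISS mouse S15). With the estimated correlation of 0.773 it did not (0.899). Over all miRNAs, 29 were higher in ISS and 16 higher in ILS at an unadjusted p under 0.05 in edgeR. With TMM scaling the split was 37 and 40, with total counts 43 and 33, with DESeq2 31 and 30, and with the filter at 10 CPM 57 and 14. None of the 45 passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR (smallest 0.0855), and none did in limma-voom, against 25 miRNAs in DESeq2. Without ISS mouse S13, 45 were higher in ISS and 2 passed the adjustment, and without ILS mouse S15, 16 were higher in ISS. Without ISS mouse S15, 38 were higher in ILS, and without ILS mouse S14, 8 were. The strains did not overlap for 70 miRNAs (14.5%), where chance gives 10%.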

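In the naïve mice the smallest p was that of mmu-miR-1249-3p, at 6.42 ± 0.673 normalized CPM in ISS and 1.75 ± 0.624 in ILS (mean ± SD, n = 3 mice each; edgeR, log2 fold change 1.86, SE 0.35, adjusted p = 0.0971). Of 6 measured members of the miR-200 family, epithelial miRNAs that are also abundant in the olfactory bulb, 5 (all but mmu-miR-200a-5p) were higher in ISS and none lower at an unadjusted p under 0.05 from edgeR (5 higher when adjusted over the list alone; camera, adjusted p = 6.62e-12 with a preset correlation and 0.346 with an estimated one). Its member mmu-miR-141-3p stood at 1324 ± 817 in ISS and 184 ± 85.1 in ILS (log2 fold change 2.84, SE 0.55). The log2 fold change was 2.84 (SE 0.60) for mmu-miR-429-3p, 2.99 (SE 0.74) for mmu-miR-200b-3p and 2.76 (SE 0.77) for mmu-miR-200c-3p. In the miR-183 cluster of sensory cells it was 3.12 (SE 0.74) for mmu-miR-96-5p and 1.95 (SE 0.57) for mmu-miR-182-5p. mmu-miR-500-5p, an X-linked miRNA, had 1.85 (SE 0.53) at a mean of 1.21 normalized CPM in ISS. All 3 measured miRNAs of the miR-183 cluster, listed for retina and pineal, were higher (3 when adjusted over the list alone; adjusted p = 3.76e-05, and 0.346 with an estimated correlation). ISS mouse K4_rep_2 stood apart in both lists, with mmu-miR-429-3p at 351 normalized CPM against 1597 in K9 and 1713 in K15, and with a mean deviation of the miR-183 cluster from its group (log2) of -2.01 against 0.94 and 1.07. With the preset correlation both sets passed with any 1 of the naïve mice left out. Of 5 oligodendrocyte miRNAs, 2 were lower and none higher (2 lower when adjusted over the list alone; adjusted p = 0.00901, and 0.633 with an estimated correlation). That set did not pass without ISS mouse K9 (0.0989), ISS mouse K15 (0.119) or ILS mouse K12 (0.0959). At an unadjusted p under 0.05 in edgeR, 22 miRNAs were higher in ISS and 19 in ILS, against 27 and 12 with total counts and 18 and 6 with the filter at 10 CPM. None of the 41 passed the Benjamini-Hochberg adjustment in edgeR (smallest adjusted p 0.0971), and none did in limma-voom, against 5 in DESeq2. Without ISS mouse K9 the split was 35 and 31, without ISS mouse K15 15 and 6, without ILS mouse K17 18 and 9, and without ISS mouse K4_rep_2 36 were higher in ISS and 10 passed the adjustment. The strains did not overlap for 56 miRNAs (11.6%; 10% by chance).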

There were 45 and 40 miRNAs with a *p*‐value less than .05 for differential expression between strains (Figure 1e,f) in the saline‐treated and naïve data sets, respectively. Seven miRNAs were differentially expressed in both data sets, and for five of the seven, the direction of the effect was consistent (Table 1). 

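mmu-miR-155-5p, a miRNA of activated microglia and lymphocytes, comes from an exon of Mir155hg on chromosome 16 of GRCm38 (84714140 to 84714204). In saline-treated mice it stood at 6.92 ± 2.00 normalized CPM in ISS and 2.93 ± 0.267 in ILS (mean ± SD over 3 mice each), with a log2 fold change of 1.22 (SE 0.32, adjusted p = 0.305 from edgeR). In naïve mice it stood at 4.50 ± 1.62 in ISS and 2.34 ± 0.810 in ILS (log2 fold change 0.96, SE 0.39, adjusted p = 0.536). mmu-miR-219a-2-3p and mmu-miR-219b-5p come from opposite strands of a single locus on chromosome 2 (29845631 to 29845727 and 29845647 to 29845711), and the miR-219 family drives the maturation of oligodendrocytes. mmu-miR-219a-2-3p stood at 284 ± 21.9 in ISS and 355 ± 20.5 in ILS in saline-treated mice (log2 fold change -0.32, SE 0.10) and at 167 ± 23.3 in ISS and 282 ± 23.0 in ILS in naïve mice (-0.75, SE 0.24). mmu-miR-219b-5p, at 13.0 ± 3.91 in saline-treated ILS mice, had log2 fold changes of -0.73 (SE 0.26) and -1.03 (SE 0.36). mmu-miR-5121 lies within an exon of Rpl13a on chromosome 7 (45126918 to 45126991) and overlaps the small nucleolar RNA Snord33 on the same strand. Its log2 fold change was -1.78 in both data sets (SE 0.61 and 0.41), on 1, 4 and 1 counts in the saline-treated ISS mice against 6, 8 and 6 in ILS. mmu-miR-668-3p, in the Dlk1-Dio3 transcript Mirg on chromosome 12 (109734732 to 109734797), stood at 763 ± 109 in ISS and 927 ± 44.1 in ILS in saline-treated mice (-0.28, SE 0.12) and at 369.9 ± 37.2 in ISS and 567 ± 136 in ILS in naïve mice (-0.62, SE 0.26). mmu-miR-375-3p, a miRNA of the pituitary and the pancreatic islets, was the only miRNA past an unadjusted p of 0.05 in both data sets with opposite directions, higher in ISS in saline-treated and lower in ISS in naïve mice. It left the overlap without ISS S13 (saline log2 fold change 0.33 in place of 4.41) or K12, and with limma-voom or the filter at 10 CPM, and DESeq2 gave it no p in saline-treated mice. The 6 became 2 without ISS mouse K15, and the 5 with the same direction became 1 without it and 3 without ILS mouse S13, ILS mouse S14 or ILS mouse K17. mmu-miR-155-5p left the overlap without K15, K17 or K12, and mmu-miR-219a-2-3p without ISS S14, ILS S14 or K15. mmu-miR-219b-5p left it without ISS S14, ILS S13, ILS S15, K15 or K6, and mmu-miR-5121 without ISS S13 or ISS S15. Among the runs without a mouse, mmu-miR-668-3p stayed in only without ISS S15, K12 or K6. mmu-miR-5121 also left with DESeq2 and mmu-miR-668-3p with total counts. With the filter at 10 CPM only mmu-miR-219a-2-3p of the 5 stayed. miRNAs of low count are no longer tested there, but mmu-miR-668-3p, far above 10 CPM in every group, was still tested and left the overlap.

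**Figure D1:**
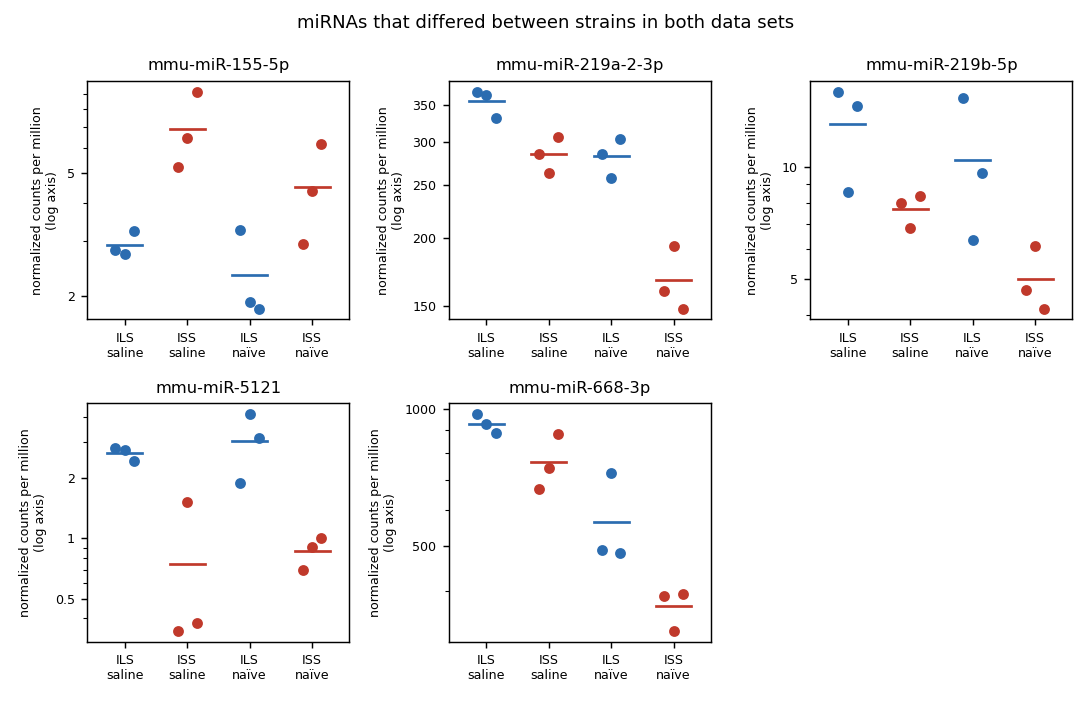
Normalized CPM (log axis) of the 5 miRNAs past an unadjusted p of 0.05 with the same direction in both data sets, in each of the 12 mice by strain and data set. Bars are group means, and mmu-miR-155-5p is the 1 of the 5 that is higher in ISS.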

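The strain difference itself differed between the data sets for 1 miRNA, mmu-miR-1249-3p. It was at 382 ± 17.3 normalized CPM in ISS and 395 ± 32.6 in ILS in the saline-treated mice (log2 fold change -0.05, SE 0.10), but higher in ISS in the naïve mice (interaction, edgeR, 1.91, SE 0.30, adjusted p = 0.0153). TMM scaling and DESeq2 each gave 1 such miRNA as well. Without ISS mouse S13, S14 or S15, ILS mouse S13 or ISS mouse K15 no miRNA passed (adjusted p of mmu-miR-1249-3p 0.0552, 0.0590, 0.0684, 0.0681 and 0.0577), and without ISS mouse K4_rep_2 2 did, the other being mmu-miR-3068-5p (0.0473). At an unadjusted p under 0.05 the interaction of strain and data set had 26 miRNAs, among them mmu-miR-375-3p (-5.82, SE 1.63, but -1.73 without ISS mouse S13), mmu-miR-673-5p of the Dlk1-Dio3 cluster (-0.92, SE 0.29) and mmu-miR-30c-5p of the widely expressed miR-30 family (0.82, SE 0.27), all at an adjusted p of 0.833. That number was 16 without ISS mouse S14, 15 without ISS mouse S15, 13 without ILS mouse S15, 59 without ISS mouse K9, 49 without ISS mouse K4_rep_2 and 17 without ISS mouse K15. Across all miRNAs, which are not independent replicates, 279 of 483 (57.8%) had the same direction of the ISS to ILS difference in saline-treated and naïve mice. The log2 fold changes of the 2 data sets had a Spearman correlation of 0.195 across miRNAs and a Pearson correlation of 0.00871.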

Although the magnitude of the overlap between the two data sets was not large due to our strict criteria (*p*‐value < .05 for both sets) and limited sample size in each of the studies, there was overall concordance between the two studies with more relaxed thresholds (Figures S1 and S2). For example, by classifying miRNAs as either significantly upregulated in ILS (*p*‐value < .20 and DE in the correct direction) or not significantly upregulated in ILS, there was a significant association between the two studies in their classification of the miRNAs (Fisher's exact test *p*‐value = 1.8e‐4). 

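At this threshold 57 miRNAs were higher in ILS in the saline-treated mice and 67 in the naïve mice, and 19 were in both where chance gives 7.91. The odds ratio was 3.92 (Fisher's exact test, two-sided, p = 4.64e-05). Among those in both were mmu-miR-219a-2-3p and mmu-miR-338-5p, which share their expression in oligodendrocytes (mmu-miR-338-5p, log2 fold change -0.29, SE 0.11, in saline-treated mice and -0.47, SE 0.25, in naïve mice). They also included mmu-miR-383-3p (-0.73 and -0.81), a miRNA of brain and testis, and mmu-miR-467h (-0.34 and -1.35) and mmu-miR-467e-5p (-0.96 and -0.54) of the Sfmbt2 cluster. miRNAs of a cluster are transcribed together and are not independent replicates in this test.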

Performing this same process but instead classifying miRNAs as either upregulated in ISS or not gave similar results (Fisher's exact test *p*‐value = .02). Moreover, when comparing all pairwise Spearman correlations between the 12 samples (six saline‐treated and six naïve), the smallest value was 0.91 while the bulk of the correlations was around 0.95–0.98. This also suggests that the overall expression profiles in terms of miRNA in whole brain are relatively stable across the saline‐treated and naïve mice.

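Higher in ISS were 77 miRNAs in the saline-treated mice and 60 in the naïve mice, with 17 in both where chance gives 9.57 (odds ratio 2.39, Fisher's exact test, two-sided, p = 0.00804). They included mmu-miR-142a-3p, a miRNA of blood cells and microglia (log2 fold change 0.51, SE 0.21, in saline-treated mice and 0.68, SE 0.31, in naïve mice), and mmu-miR-146b-5p, which is induced by inflammatory signals (0.31, SE 0.10, and 0.54, SE 0.35). The naïve log2 fold changes of mmu-miR-1839-3p and mmu-miR-431-5p were 0.56 and 0.44. The association up in ISS had an exact p of 0.106 without ISS mouse S13, 0.147 without ILS mouse S13, 0.319 without ISS mouse K4_rep_2, 0.214 without ISS mouse K15, 0.399 without ILS mouse K6, 0.546 without ILS mouse K17 and 0.0553 without ILS mouse K12. With DESeq2 it was 0.218 and with the filter at 10 CPM 0.362.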

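Within the saline-treated mice, Spearman's rho ran from 0.981 to 0.994 over 6 pairs of mice of the same strain (median 0.989) and from 0.979 to 0.994 over 9 pairs of ISS with ILS mice (median 0.988). Within the naïve mice it ran from 0.966 to 0.988 over 6 pairs of the same strain (median 0.981) and from 0.966 to 0.982 over 9 pairs of ISS with ILS mice (median 0.973). Between saline-treated and naïve mice it ran from 0.903 to 0.947 over 36 pairs (median 0.936). The lowest pair was ILS mouse S15 with ILS mouse K12, and 2 pairs fell under 0.91. Of all 66 pairs, 36 were under 0.95, 10 from 0.95 to 0.98 and 20 over 0.98. These correlations are across 483 miRNAs, which are not independent replicates.

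**Figure D2:**
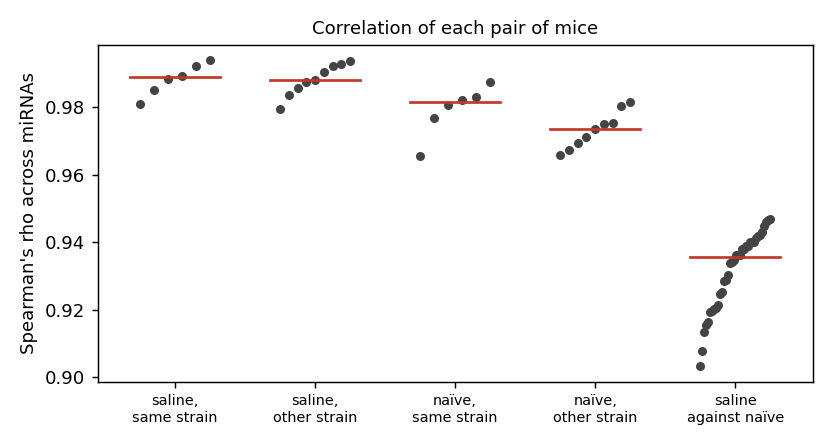
Spearman's rho across 483 miRNAs for each pair of the 12 libraries, by kind of pair (same strain or other strain within a data set, and between data sets). Points are pairs and the red line is the median of each kind, and all 36 pairs between data sets lie under 0.95.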

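Between the data sets, mmu-miR-1249-3p was 58.8-fold lower in naïve than in saline-treated mice (log2 fold change -5.88, SE 0.33, 5.41 against 293 normalized CPM over 6 mice each). Other large decreases were those of mmu-let-7d-3p, the passenger arm of a let-7 hairpin (-4.54), of the Dlk1-Dio3 miRNAs mmu-miR-667-3p (-3.82), mmu-miR-379-5p (-3.49) and mmu-miR-329-3p (-3.11), and of mmu-miR-331-3p (-3.45), mmu-miR-129-2-3p (-3.12) and mmu-miR-935 (-3.06). The log2 fold change was -2.99 for mmu-miR-1839-3p and -2.92 for mmu-miR-200c-3p (-1.93 without ILS mouse S15). Of 9 let-7 miRNAs, 7 were higher in naïve mice and none lower at an adjusted p under 0.05 from edgeR (7 higher and 1 lower when adjusted over the list alone), mmu-let-7f-5p with 2.33 and mmu-let-7d-5p with 2.29. The let-7 set passed as higher only with the preset correlation (camera, adjusted p = 0.00334), not with an estimated one (0.843). At an adjusted p under 0.05, 171 miRNAs were higher and 114 lower in naïve mice (139 and 148 with TMM scaling, 147 and 139 with DESeq2). The median log2 fold change of all miRNAs was 0.18, -0.03 with TMM scaling and -0.63 with total counts. Treatment, dissection, sequencing depth and sequencing run all separate the 2 data sets, as does age by the methods but not by the sample labels, so none of these differences can be assigned to saline. From the correlations between mice, the paper proposes that the overall miRNA profile of whole brain is relatively stable across saline-treated and naïve mice.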

**Table 1:** miRNAs differentially expressed between inbred short‐sleep (ISS) and inbred long‐sleep (ILS) in both data sets and in the same direction. Strain effects are reported as expression of ISS as a percentage of ILS

miRNA	Saline strain effect *p*‐value	Naïve strain effect *p*‐value	Saline strain effect	Naïve strain effect	miRNA meta‐analysis *p*‐value	miRNA meta‐analysis FDR
mmu‐miR‐5121	.0153	.0016	28%	29%	.0001	0.0383
mmu‐miR‐219a‐2‐3p	.0147	.0115	80%	59%	.0004	0.0538
mmu‐miR‐155‐5p	.0044	.0342	236%	195%	.0004	0.0538
mmu‐miR‐219b‐5p	.0243	.0160	60%	49%	.0010	0.0696
mmu‐miR‐668‐3p	.0475	.0356	82%	65%	.0039	0.1424

When combining across the two data sets in the miRNA‐specific meta‐analysis, we found 61 miRNAs with a significant meta‐analysis *p*‐value < .05. 

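Stouffer's combination of the 2 signed z values gave 4 miRNAs at a Benjamini-Hochberg adjusted p under 0.05. They were mmu-miR-5121 (combined z -3.96, two-sided, adjusted p = 0.0367), and mmu-miR-219a-2-3p (-3.57), mmu-miR-7a-5p (3.57) and mmu-miR-155-5p (3.56), each at an adjusted p of 0.0444. mmu-miR-5121, the first of them, rests on few counts and overlaps a small nucleolar RNA. mmu-miR-155-5p had only 6, 8 and 8 counts in the saline-treated ILS mice, and mmu-miR-363-3p, named below, had few there as well. Next were mmu-miR-219b-5p (-3.35), mmu-miR-1839-3p (3.32), mmu-miR-363-3p (3.28), mmu-miR-1981-5p (3.21), mmu-miR-431-5p (3.06) and mmu-miR-26b-5p (3.05), a widely expressed miRNA of the Ctdsp phosphatase genes, with log2 fold changes of 0.21 in saline-treated and 0.85 in naïve mice. mmu-miR-141-3p had a combined z of 2.80, and its unadjusted p in the meta-analysis became 0.157 without ISS mouse S13. The 4 became 12 without ISS mouse K4_rep_2, 9 without ILS mouse S15, 2 without ISS S14 or ILS S14, 1 without K6, and 0 without ISS S13, ILS S13, K9, K15, K17 or K12 at the same tests, where 46 to 73 miRNAs had an unadjusted p under 0.05. With TMM scaling 14 passed, with total counts 16, with DESeq2 18 and with limma-voom 1.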

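By the sign of the combined z, 33 miRNAs were higher in ISS and 27 higher in ILS among the 60 entries at an unadjusted p under 0.05 (61 by miRNA name, since some entries name a pair). With TMM scaling 40 were higher in ISS and 49 in ILS, with total counts 48 and 36, with DESeq2 41 and 34, and with the filter at 10 CPM 58 and 13. Higher in ISS were mmu-miR-142a-3p (z 2.87) and mmu-miR-142a-5p (2.95), with mmu-miR-146b-5p (2.79) of the same microglia and immune list, and mmu-miR-670-3p (3.00). In that list mmu-miR-146a-5p went the other way (-2.44). Higher in ILS were mmu-miR-668-3p (-2.91), mmu-miR-467h (-2.90), mmu-miR-467e-5p (-2.80), mmu-miR-383-3p (-2.82) and the oligodendrocyte miRNA mmu-miR-338-5p (-2.81). Of the 60, 58 had the same direction in saline-treated and naïve mice, which a selection by the sum of signed z values favours, against 279 of all 483.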

Of the 61 miRNAs, 33 (54%) were upregulated in ISS (based on an average effect between saline‐treated and naïve analyses), and 28 (46%) were upregulated in ILS. See Table S2 for the full list of miRNA‐specific results.

### 3.2 mRNAs associated with LORR

After normalization, 27,123 mRNAs were analyzed for differential expression between the parental strains and for correlation with LORR in the LXS panel mice. A total of 979 mRNAs had an FDR less than 0.05 for differential expression between ISS and ILS mice (Figure 1g). The mRNA with the smallest unadjusted *p*‐value was *Fggy (*FGGY carbohydrate kinase domain containing; expression in ISS 139% higher than ILS, *t*_11_^ ^= 17.04, *p* < 1e‐9; FDR = 5.17e‐6), which phosphorylates carbohydrates (Skarnes et al., 2011). A total of 785 mRNAs had a *p*‐value less than .05 (though none had an FDR < 0.05) in terms of the correlation between expression and LORR (Figure 1h). The strongest observed correlation was with *Lonrf3* (LON peptidase N‐terminal domain and ring finger 3; *r* = −.54, exact *p *= 8.3e‐6; FDR = 0.22), known to be involved in protein–protein and protein–DNA interactions. Thirty‐three mRNAs overlap between the two lists (i.e., both correlated with LORR and differentially expressed in the parental strains) and are detailed in Table 2 with 18 (55%) and 15 (45%) showing a positive or negative correlation with LORR, respectively. See Table S3 for the full set of mRNA‐specific results.

**Table 2:** Summary of mRNA associated with LORR in both data sets (FDR < 0.05 in the differential expression analysis and an unadjusted *p*‐value < .05 in the correlation analysis with LORR)

Associated gene name	Strain effect	Strain effect FDR	Correlation between expression and LORR	Correlation *p*‐value
Hjurp	47%	<0.0001	0.26	.0429
Camk2n1	57%	<0.0001	0.26	.0475
Myo1d	44%	<0.0001	0.29	.0264
Gm6969	328%	<0.0001	−0.31	.0186
Morn2	38%	<0.0001	0.28	.0293
2610044O15Rik8	36%	0.0001	0.26	.0434
Tceanc2	157%	0.0006	0.30	.0217
Pqlc3	64%	0.0017	0.30	.0225
Gns	126%	0.0023	−0.27	.0417
Slc25a24	135%	0.0029	−0.26	.0428
Itgb1 bp1	69%	0.0045	0.27	.0378
Zbbx	129%	0.0078	−0.28	.0334
Dzip3	131%	0.0092	−0.28	.0329
Pemt	65%	0.0104	0.26	.0449
Zfp386	127%	0.0139	−0.28	.0298
Plce1	140%	0.0139	−0.26	.0491
Spata6	134%	0.0179	0.26	.0462
Alyref2	137%	0.0186	−0.27	.0351
1110015O18Rik	179%	0.0228	−0.29	.0246
Cmtm6	130%	0.0252	−0.40	.0018
B3gat2	82%	0.0256	0.27	.0357
Greb1	83%	0.0256	0.27	.0424
Gm14637	61%	0.0285	0.26	.0431
Abi3 bp	63%	0.0287	0.27	.0422
Mpp4	147%	0.0375	−0.29	.0272
Smpdl3b	78%	0.0411	−0.26	.0462
Gm16556	72%	0.0422	−0.29	.0270
Dthd1	145%	0.0443	−0.30	.0227
Rps8‐ps1	250%	0.0471	0.32	.0134
9130020K20Rik	74%	0.0474	0.27	.0361
Ephx4	80%	0.0474	0.28	.0328
Mir200a	70%	0.0477	−0.33	.0104
Glul	69%	0.0494	0.35	.0063

FDR, false discovery rate.

The strain effect is reported as expression of ISS as a percentage of ILS.

### 3.3 Results of integrative analysis of miRNAs and target mRNAs

The multiMiR query for miRNA–mRNA interactions returned 8,429 validated interactions and 7,035 predicted interactions. In total, 268 (55%) of the 490 miRNAs we evaluated had predicted or validated targets returned from the multiMiR query. The integrative meta‐analysis identified a total of 112 miRNA–mRNA pairs with an FDR < 0.10 (Figure 1k), of which 51 (46%) were from validated targets and the remaining 61 (54%) were from predicted interactions (visualized with an interactive network diagram at https://goo.gl/b2ClPe with a highly connected region of 70 pairs of the 112 shown in Figure 2). 

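The paper's Table S4 gives 112 miRNA-mRNA pairs, chosen in part on these same libraries, so the direction of their miRNAs is not independent evidence. By the sign of the combined z, the miRNA was higher in ISS in 89 of them (79.5%). In 38 pairs the miRNA passed an unadjusted p of 0.05 in the meta-analysis. mmu-miR-195a-5p, a relative of miR-15 and miR-16 with 3 of the pairs, had log2 fold changes of 0.22 (SE 0.18) in saline-treated and 1.00 (SE 0.40) in naïve mice (adjusted p = 0.299, meta-analysis of edgeR results). mmu-miR-34a-5p, a target of p53 with 4 pairs, had 0.19 (SE 0.13) and 0.57 (SE 0.28, adjusted p = 0.308). mmu-miR-338-5p, also with 4 pairs, went the other way, higher in ILS. mRNA levels are not analysed here.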

Of the 112 pairs, there is a strong bias toward the pattern of an upregulated miRNA in ISS, upregulation of the target mRNA in ILS, and a positive correlation between mRNA expression and LORR; this occurred in 89 (79%) of the 112 identified pairs. There were 48 unique miRNAs involved in these 112 pairs where the maximum number of targets for a single miRNA was 13 (mmu‐miR‐7b‐5p). Additionally, there were 75 unique mRNAs represented in the mRNA list with the maximum number of miRNAs targeting a single mRNA being 7 (*CaMKIIn1* – calcium/calmodulin‐dependent protein kinase II inhibitor 1). 

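mmu-miR-7b-5p, a miRNA of neuroendocrine cells from a gene on chromosome 17 of GRCm38 (56242988 to 56243098), stood at 54.8 ± 49.8 normalized CPM in ISS and 30.3 ± 7.40 in ILS in saline-treated mice and at 5.90 ± 0.438 in ISS and 3.12 ± 1.02 in ILS in naïve mice (mean ± SD over 3 mice each). Its log2 fold changes were 0.85 (SE 0.52) and 0.91 (SE 0.33), and the exact permutation p, two-sided, was 0.8 and 0.1. mmu-miR-7a-5p, whose mature sequence is nearly identical, had 0.72 (SE 0.37) and 1.37 (SE 0.30), so the pair can share reads. In ISS mouse S13 mmu-miR-7b-5p was at 112 against 22.5 to 37.2 in the other 5 saline-treated mice. The same mouse had mmu-miR-375-3p, abundant in the pituitary, at 1029 against 15.9 to 21.3 in the others. Without ISS mouse S13 the saline log2 fold change of mmu-miR-7b-5p was -0.22 (SE 0.21) and that of mmu-miR-7a-5p 0.01 (SE 0.12), and the unadjusted p of mmu-miR-7b-5p in the meta-analysis went from 0.00628 to 0.337. mmu-miR-375-3p in that data set went from a log2 fold change of 4.41 to 0.33 without that mouse. In naïve mice mmu-miR-375-3p was lower in ISS, at 19.2 ± 1.73 in ISS and 50.6 ± 36.4 in ILS, while both miR-7 miRNAs were higher in all 3 ISS mice than in any ILS mouse.

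**Figure D3:**
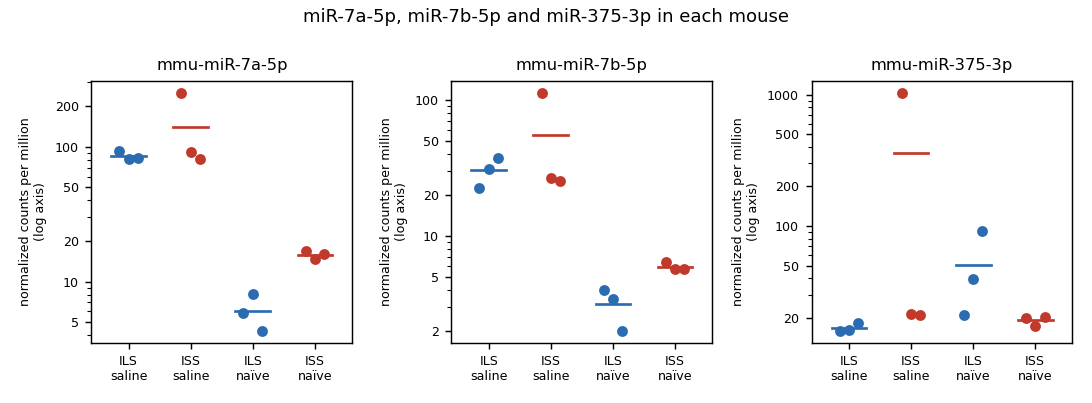
Normalized CPM (log axis) of mmu-miR-7a-5p, mmu-miR-7b-5p and mmu-miR-375-3p in each mouse, by strain and data set. Bars are group means, and the highest saline-treated ISS point in each panel is mouse S13.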

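Besides mmu-miR-7b-5p, the miRNAs paired with Camk2n1 are mmu-miR-340-5p, from an intron of Rnf130 on chromosome 11, mmu-miR-106b-5p, from an intron of Mcm7 on chromosome 5, mmu-miR-17-5p, mmu-miR-20a-5p and mmu-miR-19b-3p of the Mir17hg transcript on chromosome 14 (with a further copy of miR-19b on chromosome X), and mmu-miR-30e-5p from an intron of Nfyc on chromosome 4. In saline-treated and naïve mice, the log2 fold change of mmu-miR-340-5p was 0.12 (SE 0.09) and 0.39 (SE 0.26, adjusted p = 0.432 in the meta-analysis of edgeR results). That of mmu-miR-19b-3p was 0.07 (SE 0.12) and 0.36 (SE 0.28, adjusted p = 0.601) and that of mmu-miR-20a-5p 0.10 (SE 0.17) and 0.19 (SE 0.31, adjusted p = 0.803). For mmu-miR-30e-5p it was -0.15 (SE 0.11) and 0.33 (SE 0.41, adjusted p = 0.906), and for mmu-miR-17-5p -0.15 (SE 0.22) and 0.22 (SE 0.28, adjusted p = 0.997). mmu-miR-340-5p passed an unadjusted p of 0.05 with TMM scaling (0.0242), total counts (0.0139), DESeq2 (0.0300), the filter at 10 CPM (0.00316), without ISS mouse S13 (0.0305) and without ILS mouse K12 (0.0336), and mmu-miR-19b-3p with the filter at 10 CPM (0.0453). The mature sequences of mmu-miR-17-5p, mmu-miR-20a-5p and mmu-miR-106b-5p differ at few bases, so these miRNAs can share reads.

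**Figure D4:**
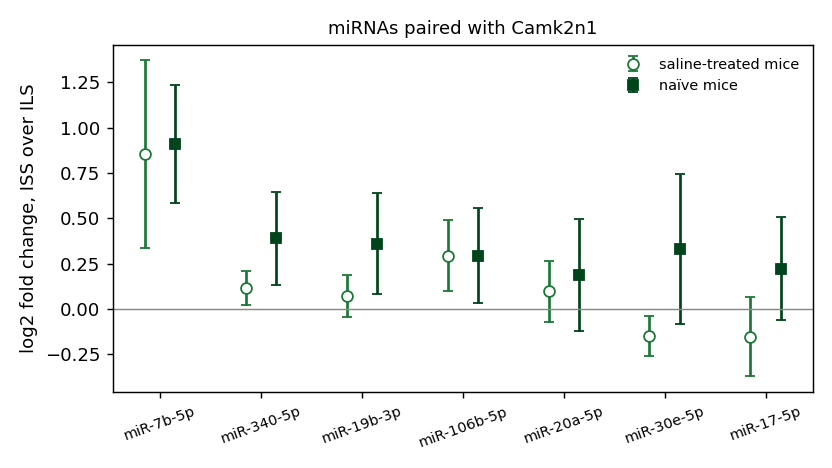
Log2 fold change of ISS over ILS (vertical axis) of the 7 miRNAs paired with Camk2n1 in saline-treated mice (open circles) and naïve mice (filled squares). Bars are ± 1 SE from edgeR, and mmu-miR-30e-5p and mmu-miR-17-5p lie under 0 in the saline-treated mice.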

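mmu-miR-106b-5p belongs to the miR-106b-25 cluster within Mcm7 (chromosome 5, 138165737 to 138165818), a paralog of the miR-17-92 cluster. Its natural log of the count over the library's 75th percentile was -1.60 ± 0.239 in ISS and -1.79 ± 0.179 in ILS in the saline-treated mice (mean ± SD, n = 3 mice each). In naïve mice it was -1.55 ± 0.225 in ISS and -1.73 ± 0.00659 in ILS. The exact permutation p, two-sided, was 0.4 in each data set. The log2 fold change of mmu-miR-106b-5p was 0.29 (SE 0.19) in saline-treated and 0.29 (SE 0.26) in naïve mice. Its unadjusted p in the meta-analysis of edgeR results was 0.0815, and 0.0428 without ILS mouse S14 or 0.0454 without ISS mouse K9.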

Figure 3 is an example of the four sources of information being integrated for the pair with the smallest integrative meta‐analysis *p*‐value, mmu‐miR‐106b‐5p, and *CaMKIIn1*. Figure 4 includes the *p*‐values from the 4 individual analyses for the 33 (29%) pairs that had a meta‐analysis FDR < 0.05 of the 112 that had a meta‐analysis FDR < 0.10.

**Figure 2:**
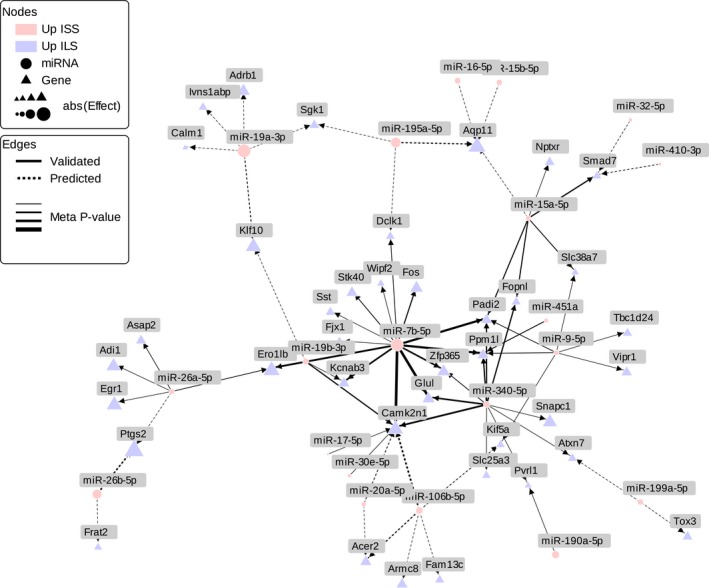
Network diagram of connections between miRNAs and mRNAs for the most interconnected region from the 112 miRNA–mRNA pairs associated with LORR in the integrative meta‐analysis. Circles represent miRNAs while triangles are mRNA denoted by their gene name. The line type denotes the type of mRNA–miRNA interaction (validated are solid, and predicted are dashed), and the line weight represents the strength of the integrative meta‐analysis *p*‐value for that pair (thicker lines have smaller *p*‐values). The color of the features represents the direction of the effect from the individual analyses (i.e., differential expression) with red denoting overexpression in ISS and blue overexpression in ILS. The size of the nodes is proportional to the magnitude (abs, absolute value) of the log fold change in the individual differential expression analysis between the parental strains for a given feature (averaged across the two data sets for miRNAs)

**Figure 3:**
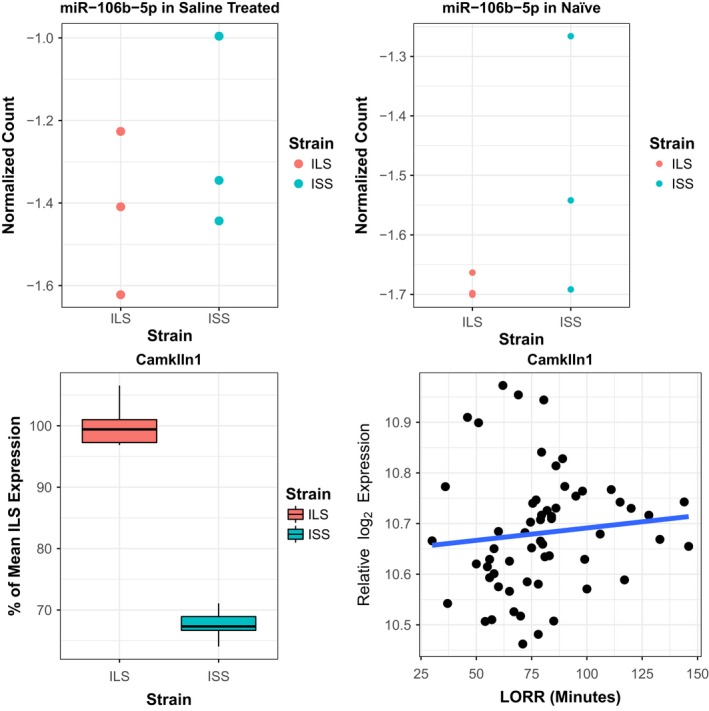
Visual summaries of the four sources of information used to generate the integrative meta‐analysis *p*‐value for mmu‐miR‐106b‐5p and *CaMKIIn1*. The top row contains dot plots for miRNA expression in the parental strains for the saline‐treated mice (left) and the naïve mice (right). The miRNA expression is displayed in terms of normalized counts that represent the scale on which the generalized linear models used for analysis operated. These normalized counts were obtained by dividing the observed counts from each sample by the 75th percentile of counts across all miRNAs in that sample, and these values were then natural log transformed. In the bottom left corner are box plots with mRNA expression in the parental strains from the Affymetrix exon array. In the bottom right corner is a plot of mRNA expression versus loss of righting reflex in the LXS panel mice with the fitted regression line

**Figure 4:**
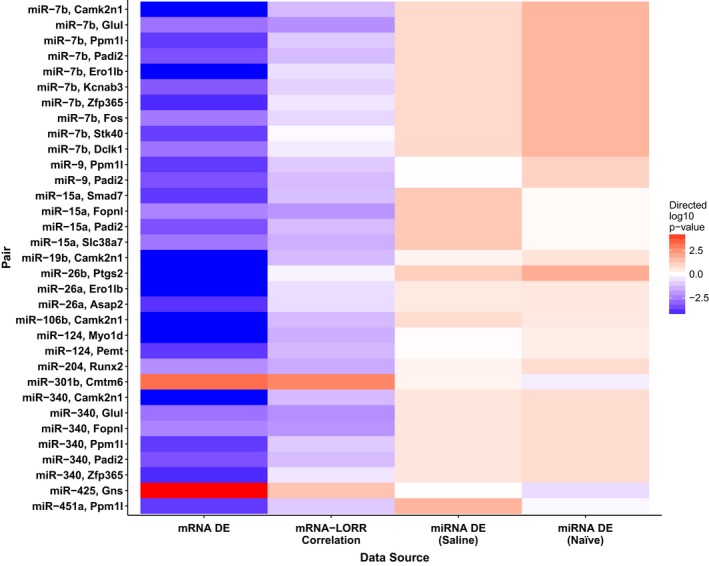
Strength of evidence from the four data sources that are included in the integrative meta‐analysis *p*‐value for the top 33 pairs with an FDR <0.05 (sorted by miRNA identifier). The intensity of the color in a given cell is proportional to the negative log base 10 transformation of the unadjusted *p*‐value for the respective analysis (i.e., darker cells have stronger evidence). The direction of the effect is represented by the color: blue denotes overexpression in ILS (or positive correlation with loss of righting reflex) while red represents overexpression in ISS. DE, differential expression

### 3.4 Further characterization of miRNA–mRNA pairs

A summary of a selection of the additional characteristics of the top 33 pairs (meta‐analysis FDR < 0.05) can be found in Table 3 (for the remaining significant pairs see Table S4). We identified two new LORR QTLs, one on chromosome 3 and the other on chromosome 14 (see Tables S4 and S7 for more details). When comparing the locations of the miRNAs in the significant miRNA–mRNA pairs to these two LORR QTLs, there were three miRNAs whose physical location overlapped with the one on chromosome 14 (mmu‐miR‐15a‐5p, mmu‐miR‐16‐5p, and mmu‐miR‐124‐3p); none overlapped with the QTL on chromosome 3. 

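mmu-miR-15a-5p and mmu-miR-16-5p are processed from the Dleu2 transcript and repress cell-cycle genes. On chromosome 14 of GRCm38 the Mir15a precursor lies at 61632027 to 61632110 and Mir16-1 at 61631880 to 61631972, and mmu-miR-124-3p, the most typical miRNA of neurons, has a precursor at 64590657 to 64590741. The paper's Table S7 bounds the chromosome 14 QTL at 54.6 to 105.1 Mb without naming a build. The same mature sequences also come from Mir16-2 on chromosome 3 (69009902 to 69009996) and from further copies of Mir124 on chromosome 3 (17795662 to 17795770) and chromosome 2 (180894040 to 180894107). In saline-treated and naïve mice the log2 fold change of ISS over ILS was 0.24 (SE 0.11) and 0.07 (SE 0.23) for mmu-miR-15a-5p, 0.14 (SE 0.11) and 0.31 (SE 0.36) for mmu-miR-16-5p, and 0.02 (SE 0.11) and 0.28 (SE 0.32) for mmu-miR-124-3p. The meta-analysis of edgeR results gave adjusted p = 0.476, 0.539 and 0.803 in that order. mmu-miR-15a-5p passed an unadjusted p of 0.05 with TMM scaling (0.0193), total counts (0.0155), DESeq2 (0.00451), the filter at 10 CPM (0.00468) and without ISS mouse S13 (0.0479).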

Five of the miRNAs within the significant pairs overlapped with one of the previously discovered LORR QTLs (mmu‐miR‐22‐3p, mmu‐let‐7c‐5p, mmu‐miR‐21a‐5p, mmu‐miR‐128‐3p, mmu‐miR‐451a, and mmu‐miR‐30e‐5p). 

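mmu-miR-22-3p, a miRNA of muscle and neurons from chromosome 11 of GRCm38 (75463716 to 75463810), was lower in ISS, with log2 fold changes of -0.09 (SE 0.10) in saline-treated and -0.68 (SE 0.22) in naïve mice (adjusted p = 0.252, meta-analysis of edgeR results). mmu-miR-21a-5p, a miRNA of injury and inflammation from the Vmp1 gene (chromosome 11, 86584067 to 86584158), had -0.12 and -0.10 (adjusted p = 0.710). mmu-miR-451a of red blood cells (chromosome 11, 78073170 to 78073241) had 0.33 and -0.10 (adjusted p = 0.539). mmu-let-7c-5p, which has a copy on chromosome 15 (85706603 to 85706697) and another on chromosome 16, had 0.01 and -0.07 (adjusted p = 0.991). mmu-miR-128-3p, a neuronal miRNA with copies on chromosome 1 (128202361 to 128202430) and chromosome 9, had -0.09 and -0.30 (adjusted p = 0.601). The precursor of mmu-miR-30e-5p lies on chromosome 4 (120772606 to 120772697). Table S7 of the paper bounds the earlier QTLs, with no build named, at 72.3 to 91.3 Mb on chromosome 11, 69.8 to 98.8 Mb on chromosome 15, 83.8 to 135.5 Mb on chromosome 1 and 116 to 139.1 Mb on chromosome 4.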

We did not find any pairs with the physical location of the DNA coding region for the miRNA overlapping the associated mRNA's eQTL.

**Table 3:** Summary of miRNA–mRNA pairs associated with loss of righting reflex (LORR) (integrative meta‐analysis FDR < 0.05)

miRNA	Target symbol	Integrative meta‐analysis FDR	Interaction type	miRNA in sleep time QTL?	Panther pathways	GO biological processes	GO molecular function
mmu‐miR‐7b‐5p	Camk2n1	0.003	Validated	No	CCKR signaling map (1/3)	Epidermal cell differentiation (1/5); regulation of cellular process (13/49); transmembrane receptor protein serine:threonine kinase signaling pathway (2/6)	RNA polymerase II core promoter sequence‐specific DNA binding (1/3); core promoter binding (2/5); core promoter sequence‐specific DNA binding (1/4)
	Glul	0.003	Validated				
	Ppm1 l	0.0047	Validated				
	Padi2	0.0047	Validated				
	Ero1 lb	0.0084	Validated				
	Kcnab3	0.0098	Validated				
	Zfp365	0.0098	Validated				
	Fos	0.0221	Validated				
	Stk40	0.0362	Validated				
	Dclk1	0.0385	Validated				
mmu‐miR‐9‐5p	Ppm1 l	0.0385	Validated	No	Alzheimer disease–presenilin pathway (1/3)	T‐cell activation (1/4); regulation of cellular process (6/49); regulation of synapse structure or activity (2/7); transmembrane receptor protein serine:threonine kinase signaling pathway (2/6)	RNA polymerase II core promoter sequence‐specific DNA binding (1/3); core promoter binding (1/5); core promoter sequence‐specific DNA binding (1/4)
	Padi2	0.0385	Validated				
mmu‐miR‐15a‐5p	Smad7	0.0174	Validated	Yes		Epidermal cell differentiation (1/5); regulation of cellular process (8/49); transmembrane receptor protein serine:threonine kinase signaling pathway (1/6)	
	Fopnl	0.0229	Validated				
	Padi2	0.0229	Validated				
	Slc38a7	0.0309	Validated				

FDR, false discovery rate.

In the columns for panther pathways and gene ontology (GO) terms, the pathway or ontology term is related to at least one gene targeted by the given miRNA.

The numbers in parentheses represent the number of genes that the specific miRNA in that pair targets followed by the total number of genes in that process found to be associated with LORR.

Starting with the list of 48 unique miRNAs from the 112 pairs in the meta‐analysis (FDR < 0.10), we performed pathway enrichment on database targets of these miRNAs and examined miRNA hubs that were highly connected to at least five mRNAs (mmu‐miR‐7b‐5p, mmu‐miR‐340‐5p, mmu‐miR‐19a‐5p, mmu‐miR‐26a‐5p, mmu‐miR‐106b‐5p mmu‐miR‐15a‐5p, and mmu‐miR‐9‐5p). These miRNAs are enriched for target genes in KEGG pathways such as “gap junction (map04540),” “axon guidance (map04360),” “prion diseases (map05020),” “GABAergic synapse (map04727),” “glutamatergic synapse (map04724),” “neurotrophin signaling pathway (map04722),” and “cerebellar long‐term depression (map04730),” which are related to neurological development and disorders. In addition, for mmu‐miR‐9‐5p, several addiction‐related pathways also appeared (cocaine—map05030 and amphetamine—map05031). 

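The hub miRNAs hold 50 of the 112 pairs, 13 with mmu-miR-7b-5p, 10 with mmu-miR-340-5p, 6 each with mmu-miR-15a-5p and mmu-miR-9-5p, and 5 each with mmu-miR-26a-5p, mmu-miR-106b-5p and the 3p arm of miR-19a, the arm that the paper's Table S4 pairs. mmu-miR-19a-3p, of the miR-17-92 cluster, stood at 4.48 ± 1.62 normalized CPM in ISS and 1.72 ± 1.91 in ILS in saline-treated mice (mean ± SD over 3 mice), with log2 fold changes of 1.28 (SE 0.68) and 0.75 (SE 0.46) in saline-treated and naïve mice. Its unadjusted p in the meta-analysis of edgeR results was 0.0248, and 0.0652 without ISS mouse S13, 0.0680 without ISS mouse K4_rep_2, 0.0629 without ILS mouse K6 and 0.0628 without ILS mouse K17. Its sequence is close to that of mmu-miR-19b-3p, with which it can share reads. mmu-miR-26a-5p, encoded within Ctdspl and Ctdsp2, had 0.12 and 0.22 (unadjusted p of 0.151, 0.0412 with total counts or 0.00892 with the filter at 10 CPM). mmu-miR-9-5p, a miRNA of neural progenitors, had -0.00 and 0.32 (adjusted p = 0.619). In naïve mice all 7 hub miRNAs were higher in ISS, in saline-treated mice 6 were, and mmu-miR-7b-5p and mmu-miR-19a-3p were the 2 that passed an unadjusted p of 0.05 in the meta-analysis. Without ISS mouse S13 neither passed (0.337 for mmu-miR-7b-5p), while mmu-miR-340-5p (0.0305) and mmu-miR-15a-5p (0.0479) did. Without that mouse the saline log2 fold change of mmu-miR-7b-5p was -0.22 and that of mmu-miR-9-5p 0.07.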

See Table S5 for miRPath results.

Next, we performed a pathway and gene ontology enrichment analyses on our mRNA lists (Panther; RRID: http://scicrunch.org/resolver/SCR_004869) and found that the panther pathway gene set most frequently targeted by at least one miRNA in the 112 meta‐analysis pairs is the “Alzheimer disease presenilin pathway (P00004)” (enrichment FDR < 0.10). Indeed, six (12.5%) of the 48 miRNAs have a predicted or validated target gene in that pathway. In terms of GO biological processes, we see many categories related to development and synapse structure including “neuron development” (GO:0048666) and “regulation of synapse structure” (GO:0050803). One potentially interesting miRNA is mmu‐miR‐7b‐5p which targets genes in several of these processes (among others). For GO molecular functions, we found that genes in the category “core promoter sequence‐specific DNA binding” (GO:0001046) were targeted by 13 miRNAs (including miR‐7b) in addition to several other promoter binding categories. We also found “calcium‐dependent protein binding” (GO:0048306), which is relevant for neuronal transmission. See Table S6 for the full Panther results.

### 3.5 Validation of selected predicted targets

mmu‐miR‐106b‐5p was of particular interest because it appeared to regulate multiple gene targets across many of the identified biological processes. The large number of miRNAs predicted to target *CaMKIIn1* suggests that it could be regulated by a network of miRNAs with additive effect. We used a luciferase reporter assay in HEK293T cells to evaluate the binding of mmu‐miR‐106b‐5p to the 3′UTR of *CaMKIIn1* an inhibitor of CAMKII. The assay confirmed that there was significant reduction in luciferase expression when treated with a mimic of mmu‐miR‐106b‐5p compared with the negative control mimic (*Z* = 2.75, *p*‐value < .05; Figure 5). We also mutated the binding site to show that the regulation of the mutated gene by a mimic of mmu‐miR‐106b‐5p is less effective (Figure 5).

**Figure 5:**
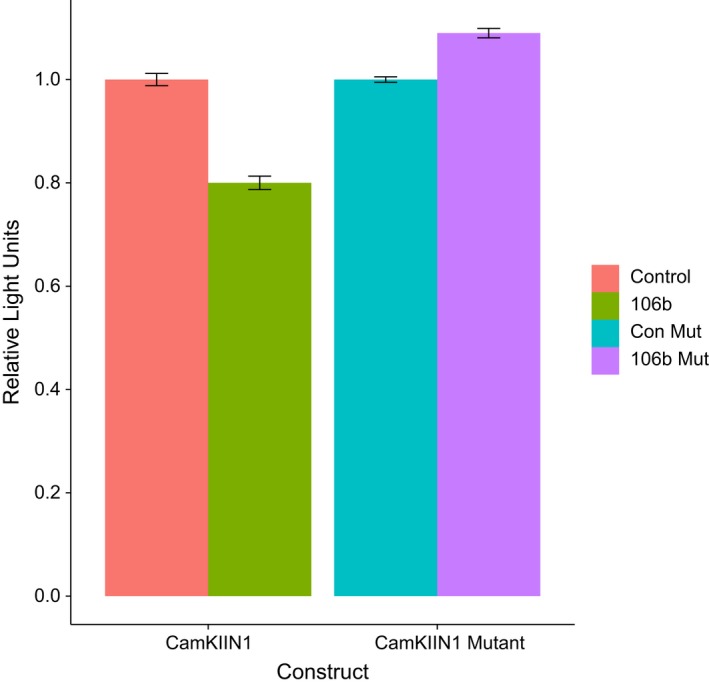
Results of luciferase reporter assay for mmu‐miR‐106b‐5p and *CaMKIIn1*. The first construct (wt) contains the wild‐type mmu‐miR‐106b‐5p predicted binding site, and the second construct contains site‐directed mutations of the predicted binding site. HEK293T cells were transfected with either wild type or mutant plasmids and also with either control (con) or mmu‐miR‐106b‐5p mimics. Bars indicate the standard error. The forward wild‐type *CaMKIIn1* target site is GCACTTT, and the mutant target site is GCAtTcT, where lower case indicates the mutations

## 4 DISCUSSION

Our study diverges from previous studies of miRNAs in alcohol research due to three study design features. First, compared to previously used miRNA microarrays, we employ high‐throughput sequencing experiments for profiling, which provide more comprehensive and sensitive profiling of miRNA expression (Git et al., 2010). Second, much of the published research in this area focuses on differences in miRNA and mRNA expression in the brain after acute and/or chronic ethanol exposure (e.g. Nunez & Mayfield, 2012; Nunez et al., 2013; Lewohl et al., 2011). Instead, we are interested in characterizing baseline genomic features associated with the predisposition to initial sensitivity to alcohol‐induced hypnosis prior to any ethanol‐induced modifications. Third, we combined miRNA and mRNA results that showed differences in brain expression via a meta‐analysis of all miRNA–mRNA pairs that had either a predicted or validated interaction. This analysis resulted in candidate pairs with combined evidence for differences in expression in the ILS and ISS mice (for miRNAs and mRNAs) and a relationship with LORR in the LXS recombinant inbred strains (mRNAs).

Eighty‐nine of the 112 significant miRNA–mRNA pairs that were identified in the integrated meta‐analysis had a pattern of upregulation of the miRNA in ISS, downregulation of the target mRNA in ISS (i.e., upregulated in the ILS), and a positive correlation between mRNA expression and LORR (i.e., higher mRNA expression is associated with higher LORR). These pairs also tended to be highly connected to each other (see network graphs in Figure 2 and interactive graph at https://goo.gl/b2ClPe). In contrast, the few miRNA–mRNA pairs with the opposite direction tended to be isolated, in that the corresponding miRNAs had few targets or the mRNAs were not targeted by other miRNAs. This suggests that miRNAs may be more highly expressed and functional in strains predisposed to be less sensitive to ethanol and that there may be a shared or coordinated activity by multiple miRNAs.

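Of the 48 miRNAs in the pairs, 33 were higher in ISS, the less sensitive strain, in the saline-treated mice and also 33 in the naïve mice, and 25 in both data sets. In the saline-treated mice 4 of the 48 passed an unadjusted p of 0.05 in edgeR, 3 of them higher in ISS, and in the naïve mice 9 passed, 8 of them higher in ISS. mmu-miR-363-3p was higher in ISS in saline-treated mice (3.81 against 0.498 normalized CPM) but did not pass in naïve mice (0.64, SE 0.42, adjusted p = 0.719). mmu-miR-429-3p was higher in ISS in naïve mice. In saline-treated mice its log2 fold change was -0.48 (SE 0.88). Without ILS mouse S15 it was higher in ISS there (unadjusted p of 0.0320 from edgeR). Without ILS mouse S13, however, its miR-200 family was lower in ISS as a set (camera with a preset correlation, adjusted p = 0.0223). The strain by data set interaction of mmu-miR-429-3p had an adjusted p of 0.833, which does not show that its strain difference was the same in both data sets. The 48 were chosen in part on these libraries, which is not independent evidence of a shared direction. From the direction of the pairs and their connections, the paper proposes that miRNAs may be more highly expressed and functional in strains predisposed to be less sensitive to ethanol.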

The network generated from our meta‐analysis (Figure 2) also identified several miRNA hubs that were highly connected to at least five mRNAs (mmu‐miR‐7b‐5p, mmu‐miR‐340‐5p, mmu‐miR‐19a‐5p, mmu‐miR‐26a‐5p, mmu‐miR‐106b‐5p, mmu‐miR‐15a‐5p, and mmu‐miR‐9‐5p). Most of these miRNAs are enriched for target mRNAs related to neurological development and synapse function. Of particular interest, mmu‐miR‐15a‐5p was found to overlap with the LORR QTL discovered on chromosome 14 suggesting that the association between genetic variants and LORR may be mediated by SNPs affecting miRNA expression. At the gene level, the most enriched pathway was the “Alzheimer disease presenilin pathway.” While previous work has indicated that there may be increased sensitivity to the sedative effects of ethanol with advanced age (Little, Kuhn, Wilson, & Swartzwelder, 1996), it is unclear why an aging‐related pathway should be informative about innate sensitivity to the sedative effects of ethanol as measured by LORR. One potential explanation for this finding is that the pathway might not have anything to do with the alcohol response, but instead there is a correlated trait in these mice for a susceptibility to Alzheimer's that has a similar genetic underpinning as the trait the selected lines were bred for.

Through the network reconstruction, we also identified the most highly connected mRNA *CaMKIIn1*, which was targeted (either predicted or validated) by seven miRNAs (mmu‐miR‐7b‐5p, mmu‐miR‐340‐5p, mmu‐miR‐19b‐3p, mmu‐miR‐106b‐5p, mmu‐miR‐20a‐5p, mmu‐miR‐30e‐5p, and mmu‐miR‐17‐5p). The protein product CAMKIIn1 interacts with CAMKIIα and CAMKIIβ and inhibits CAMKII, which is involved with brain plasticity (Shonesy, Jalan‐Sakrikar, Cavener, & Colbran, 2014), plays a key role in learning and memory, and interacts with NMDA receptors (Lisman, Yasuda, & Raghavachari, 2012; Shipton & Paulsen, 2014). In a human study, CAMKII has been linked to the establishment of drinking behavior through autophosphorylation of CaMKIIα, and SNPs in CaMKIIα are associated with alcohol dependence (Easton et al., 2013).

CAMKII directly phosphorylates the α1β3 and α1β3γ2S subunits of the gamma‐aminobutyric acid A receptor (GABA_A_) (Houston, Lee, Hosie, Moss, & Smart, 2007). Two of the miRNAs (in our final list of 48 unique miRNAs) were enriched with gene targets for the “GABAergic synapse” pathway, mmu‐miR‐425‐5p and mmu‐miR‐9‐5p, with the latter being one of the most highly connected miRNA in our results. The phosphorylation of GABA_A_ receptors is important for subunit trafficking and membrane stability (Comenencia‐Ortiz, Moss, & Davies, 2014). GABA_A_ receptors are sensitive to alcohol, enhance the effect of ethanol sedation (Silveri & Spear, 2002), and mediate the behavioral effects of ethanol (Olsen, Hanchar, Meera, & Wallner, 2007).

Our results suggest a role for miRNA modulation of GABA_A_ receptors through the inhibitor CAMKIIn1. 

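By data set, 5 of the 7 miRNAs paired with Camk2n1 were higher in ISS in the saline-treated mice and 7 in the naïve mice. mmu-miR-30e-5p and mmu-miR-17-5p, of gene families that are expressed in most tissues, were the exceptions in the saline-treated mice. Without ISS mouse S13 mmu-miR-7b-5p was also lower in ISS there (-0.22, SE 0.21), which leaves 4. The combined z was above 0 for 6 of the 7. The mean of the log2 fold changes of both data sets, nearest to the average effect that the paper names, was above 0 for 7. With TMM scaling, total counts, DESeq2 or limma-voom the combined z was above 0 for 5. Only mmu-miR-7b-5p passed an unadjusted p of 0.05 in the meta-analysis, and it did not pass without ISS mouse S13.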

In all cases, the miRNAs found to target *CaMKIIn1* in our meta‐analysis are upregulated in the ISS strains compared with the more sensitive ILS strains, while the inhibitor *CaMKIIn1* was relatively downregulated in the less sensitive ISS strains compared with the more sensitive ILS strain. This would suggest that in the more sensitive strains, *CaMKIIn1* is not targeted by miRNAs and inhibits *CAMKII*, affecting phosphorylation and functioning of GABA_A_ receptors, and their sensitivity to ethanol. Further studies are needed to confirm direct effects.

Like GABA_A_ receptors, NMDA receptors may also enhance the effect of ethanol sedation (Silveri & Spear, 2002). In our final list, we found three miRNAs (mmu‐miR‐124‐3p, mmu‐miR‐425‐5p, and mmu‐miR‐9‐5p) with targets enriched in “glutamatergic synapse,” which are defined as synapses whose postsynaptic membrane contains glutamate receptors, such as NMDA (Purves et al., 2008). Two of these miRNAs (mmu‐miR‐425‐5p and mmu‐miR‐9‐5p) were also enriched in the “GABAergic synapse” pathway discussed above. NMDA receptors can activate CAMKII, but activated CAMKII can also bind to NMDA receptor subunits and other synaptic proteins to localize its activity to specific regions (Lucchesi, Mizuno, & Giese, 2011). Our results suggest an alternative mechanism of miRNA‐mediated modulation of the hypnotic effects of ethanol through NMDA receptors, in addition to the GABA_A_ receptors.

We tested for binding of mmu‐miR‐106b‐5p to *CaMKIIn1* and confirmed that the predicted miRNA–gene pair, mmu‐miR‐106b‐5p, and *CaMKIIn1* were able to interact to regulate gene expression. These studies were conducted in the readily transfected cell line, HEK293T, and not in a neuronal cell line. Interestingly, the addition of mmu‐miR‐106b‐5p to HEK293T cells caused a reduction in expression of the luciferase constructs suggesting that when mmu‐miR‐106b‐5p is over expressed by the addition of the mimic, the transfected cells are lost. The mechanism of this loss of expression is not clear, and it is unknown if this loss would be observed in a neuronal cell line; this possibility will be the focus of future studies. It could potentially be consistent with slowing of cell growth or even cell death. In this case, it would suggest that when mmu‐miR‐106b‐5p and its target are coexpressed cell viability is altered. This would be a significant finding if it proves to be true in future studies of additional cell lines of brain tissue origin.

Due to small sample sizes in each miRNA study, we used a meta‐analysis approach to combine results from the individual naïve and saline‐treated studies for miRNA differential expression. The phenotype and mRNA expression measurements across the recombinant inbred panel and the different miRNA expression studies in ILS and ISS were performed at different times. However, the nature of the recombinant inbred panel and inbred strains ensures that the genetic makeup of the strains remains relatively consistent. In particular, LORR values in the LXS panel from naïve animals and saline‐injected animals were published in 2005 and 2015, respectively (Bennett et al., 2015; Haughey et al., 2005). Despite the time range and different control conditions, the correlation between LORR values in the two experiments was high (Spearman's rank correlation 0.84, exact *p*‐value < 1e‐6), which supported the integration of expression data from both miRNA data sets in the meta‐analysis. Moreover, the high correlations in overall miRNA expression between all 12 samples (at least 0.91 correlation between any pair of mice) gave further credence to combining the two sets of mice. 

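Averaged over the 6 libraries of the other data set, Spearman's rho was 0.929 for ISS mouse S13, 0.926 for ILS mouse S15 and 0.931 to 0.935 for the other saline-treated mice. Among the naïve mice it ran from 0.914 for ILS mouse K12 and 0.921 for ISS mouse K4_rep_2 to 0.942 for ILS mouse K17. Over the 308 miRNAs past 10 CPM, the lowest rho of any pair of ISS or ILS mice was 0.889 and the median 0.937.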

As the gene expression values for the recombinant inbred panel were from naïve mice only, we used the LORR value from a similar study (Haughey et al., 2005). Additional considerations regarding concordance between the experiments, and the use of male mice and whole brain, are discussed in the Appendix S1.

Another limitation of our study is the reliance on databases to construct the set of possible miRNA–mRNA pairs to be analyzed. As not all of the databases queried by the multiMiR package are readily maintained and updated, we are potentially biasing our results away from more recently discovered miRNAs. Furthermore, database entries are aggregated across all experiments and are not specific to miRNAs and mRNAs expressed specifically in brain. Even the ones that are listed as validated interactions were likely performed in tissue other than mouse whole brain, and there is no guarantee the miRNA targeting behaves in the same way across tissues. Finally, the method of filtering the set of predicted interactions by requiring a consensus of at least five databases significantly reduced the number of pairs we ultimately examined in the meta‐analysis. This threshold left about 7,000 pairs to investigate versus on the order of 500,000 that showed up in at least one database. This resulted in some miRNAs with strong evidence of differential expression being dropped from consideration in the integrative analysis, but the reduction of predicted pairs was deemed necessary to focus on pairs with strong evidence of binding. Thus, relying on these databases was an important filtering step to focus our investigation, and we can only confirm direct targeting in the pair we experimentally validated.

Finally, the meta‐analysis technique we used also took into account the direction of the effect observed in the individual features, so we only focused on pairs where the miRNA and mRNA expressions were negatively associated. Previous studies have examined positively correlated miRNA–mRNA interactions where the working theory was that the positive relationship was a result of the miRNA expression being increased as a regulatory response (Nunez et al., 2013; Pasquinelli, 2012). We instead focused on predisposition to initial sensitivity to the hypnotic effects of alcohol and thus found it more relevant to examine miRNA–mRNA interactions where the target mRNA is suppressed by miRNA in an ethanol naïve setting.

In conclusion, our results indicate that the activity of several miRNAs expressed in the brain may be mediating genetic differences in initial sensitivity to the hypnotic effects of ethanol. These miRNAs tend to be upregulated in the more sensitive strains and coupled with a downregulation of their target mRNAs. In particular, six of the miRNAs are highly connected to many mRNAs, and these miRNAs also targeted many of the same mRNAs. 

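Outside the pairs, 209 of 435 miRNAs had a combined z higher in ISS, so that the kept miRNAs as a whole were 242 of 483 (50.1%). Of the 48 miRNAs of the pairs, 9 were higher in ISS and 2 higher in ILS at an unadjusted p under 0.05 in the meta-analysis of edgeR results, and 37 did not pass. In place of these 11, 18 passed with TMM scaling or total counts and 16 with DESeq2. Without ISS mouse S13, mmu-miR-7b-5p, mmu-miR-19a-3p, mmu-miR-141-3p and mmu-miR-429-3p lost their call (0.337, 0.0652, 0.157 and 0.143), while mmu-miR-340-5p, mmu-miR-15a-5p and mmu-miR-204-5p gained one (0.0305, 0.0479 and 0.0385). Without mmu-miR-7b-5p the higher ones by combined z were 32 of 47. The 2 higher in ILS, mmu-miR-338-5p of oligodendrocytes and mmu-miR-22-3p, had combined z values of -2.81 and -2.42. ILS is the more sensitive strain and ISS the less sensitive one.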

Our results suggest a novel role of miRNA‐mediated regulation of the GABA_A_ and NMDA receptors, which have been previously implicated to have a role in ethanol sedation and sensitivity. This work demonstrates that the role of miRNA regulation is not limited to acute and chronic ethanol exposure, but may also mediate the predisposition to alcohol responses.

## References

[brb3989-bib-0002] Bartel, D. P. (2009). MicroRNAs: Target recognition and regulatory functions. Cell, 136, 215–233. https://doi.org/10.1016/j.cell.2009.01.002 1916732610.1016/j.cell.2009.01.002PMC3794896

[brb3989-bib-0003] Benjamini, Y. , & Hochberg, Y. (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B (Methodological), 57, 289–300.

[brb3989-bib-0005] Bennett, B. , Larson, C. , Richmond, P. A. , Odell, A. T. , Saba, L. M. , Tabakoff, B. , … Radcliffe, R. A. (2015). Quantitative trait locus mapping of acute functional tolerance in the LXS recombinant inbred strains. Alcoholism: Clinical and Experimental Research, 39, 611–620. https://doi.org/10.1111/acer.12678 10.1111/acer.12678PMC438418725833023

[brb3989-bib-0008] Comenencia‐Ortiz, E. , Moss, S. J. , & Davies, P. A. (2014). Phosphorylation of GABAA receptors influences receptor trafficking and neurosteroid actions. Psychopharmacology (Berl), 231, 3453–3465. https://doi.org/10.1007/s00213-014-3617-z 2484795910.1007/s00213-014-3617-zPMC4135009

[brb3989-bib-0009] Dick, D. M. , & Bierut, L. J. (2006). The genetics of alcohol dependence. Current Psychiatry Reports, 8, 151–157. https://doi.org/10.1007/s11920-006-0015-1 1653989310.1007/s11920-006-0015-1

[brb3989-bib-0010] Dick, D. M. , & Foroud, T. (2002). Genetic strategies to detect genes involved in alcoholism and alcohol‐related traits. Alcohol Research & Health, 26, 172.12875045PMC6683840

[brb3989-bib-0011] Easton, A. C. , Lucchesi, W. , Lourdusamy, A. , Lenz, B. , Solati, J. , Golub, Y. , … Dawirs, R. R. (2013). αCaMKII autophosphorylation controls the establishment of alcohol drinking behavior. Neuropsychopharmacology, 38, 1636–1647. https://doi.org/10.1038/npp.2013.60 2345958810.1038/npp.2013.60PMC3717547

[brb3989-bib-0012] Forero, D. A. , van der Ven, K. , Callaerts, P. , & Del‐Favero, J. (2010). miRNA genes and the brain: Implications for psychiatric disorders. Human Mutation, 31, 1195–1204. https://doi.org/10.1002/humu.21344 2072593010.1002/humu.21344

[brb3989-bib-0014] Git, A. , Dvinge, H. , Salmon‐Divon, M. , Osborne, M. , Kutter, C. , Hadfield, J. , … Caldas, C. (2010). Systematic comparison of microarray profiling, real‐time PCR, and next‐generation sequencing technologies for measuring differential microRNA expression. RNA (New York, N.Y.), 16, 991–1006. https://doi.org/10.1261/rna.1947110 10.1261/rna.1947110PMC285689220360395

[brb3989-bib-0015] Goulart, L. F. , Bettella, F. , Sønderby, I. E. , Schork, A. J. , Thompson, W. K. , Mattingsdal, M. , … Dale, A. M. (2015). MicroRNAs enrichment in GWAS of complex human phenotypes. BMC Genomics, 16, 1.2588449210.1186/s12864-015-1513-5PMC4437677

[brb3989-bib-0016] Grant, B. F. , Dawson, D. A. , Stinson, F. S. , Chou, S. P. , Dufour, M. C. , & Pickering, R. P. (2004). The 12‐month prevalence and trends in DSM‐IV alcohol abuse and dependence: United States, 1991–1992 and 2001–2002. Drug and Alcohol Dependence, 74, 223–234. https://doi.org/10.1016/j.drugalcdep.2004.02.004 1519420010.1016/j.drugalcdep.2004.02.004

[brb3989-bib-0017] Haughey, H. M. , Kaiser, A. L. , Johnson, T. E. , Bennett, B. , Sikela, J. M. , & Zahniser, N. R. (2005). norepinephrine transporter: A candidate gene for initial ethanol sensitivity in inbred long‐sleep and short‐sleep mice. Alcoholism: Clinical and Experimental Research, 29, 1759–1768. https://doi.org/10.1097/01.alc.0000183009.57805.a6 10.1097/01.alc.0000183009.57805.a616269905

[brb3989-bib-0018] Heath, A. C. , Madden, P. A. , Bucholz, K. K. , Dinwiddie, S. H. , Slutske, W. S. , Bierut, L. J. , … Martin, N. G. (1999). Genetic differences in alcohol sensitivity and the inheritance of alcoholism risk. Psychological Medicine, 29, 1069–1081. https://doi.org/10.1017/S0033291799008909 1057629910.1017/s0033291799008909

[brb3989-bib-0019] Hoffman, P. L. , Bennett, B. , Saba, L. M. , Bhave, S. V. , Carosone‐Link, P. J. , Hornbaker, C. K. , … Tabakoff, B. (2011). Using the Phenogen website for ‘in silico’ analysis of morphine‐induced analgesia: Identifying candidate genes. Addiction Biology, 16, 393–404. https://doi.org/10.1111/j.1369-1600.2010.00254.x 2105468610.1111/j.1369-1600.2010.00254.xPMC3115429

[brb3989-bib-0020] Houston, C. M. , Lee, H. H. , Hosie, A. M. , Moss, S. J. , & Smart, T. G. (2007). Identification of the sites for CaMK‐II‐dependent phosphorylation of GABAA receptors. Journal of Biological Chemistry, 282, 17855–17865. https://doi.org/10.1074/jbc.M611533200 1744267910.1074/jbc.M611533200

[brb3989-bib-0022] Johnson, B. A. , Ait‐Daoud, N. , Seneviratne, C. , Roache, J. D. , Javors, M. A. , Wang, X.‐Q. , … Li, M. D. (2011). Pharmacogenetic approach at the serotonin transporter gene as a method of reducing the severity of alcohol drinking. American Journal of Psychiatry, 168(3), 265–275.2124799810.1176/appi.ajp.2010.10050755PMC3063997

[brb3989-bib-0024] Langmead, B. , Trapnell, C. , Pop, M. , & Salzberg, S. L. (2009). Ultrafast and memory‐efficient alignment of short DNA sequences to the human genome. Genome Biology, 10, R25 https://doi.org/10.1186/gb-2009-10-3-r25 1926117410.1186/gb-2009-10-3-r25PMC2690996

[brb3989-bib-0025] Lewohl, J. M. , Nunez, Y. O. , Dodd, P. R. , Tiwari, G. R. , Harris, R. A. , & Mayfield, R. D. (2011). Up‐Regulation of MicroRNAs in Brain of Human Alcoholics. Alcoholism: Clinical and Experimental Research, 35, 1928–1937. https://doi.org/10.1111/j.1530-0277.2011.01544.x 10.1111/j.1530-0277.2011.01544.xPMC317067921651580

[brb3989-bib-0026] Li, B. , & Dewey, C. N. (2011). RSEM: Accurate transcript quantification from RNA‐Seq data with or without a reference genome. BMC Bioinformatics, 12, 323 https://doi.org/10.1186/1471-2105-12-323 2181604010.1186/1471-2105-12-323PMC3163565

[brb3989-bib-0027] Lisman, J. , Yasuda, R. , & Raghavachari, S. (2012). Mechanisms of CaMKII action in long‐term potentiation. Nature Reviews Neuroscience, 13, 169–182. https://doi.org/10.1038/nrn3192 2233421210.1038/nrn3192PMC4050655

[brb3989-bib-0028] Little, P. J. , Kuhn, C. M. , Wilson, W. A. , & Swartzwelder, H. S. (1996). Differential effects of ethanol in adolescent and adult rats. Alcoholism: Clinical and Experimental Research, 20, 1346–1351. https://doi.org/10.1111/j.1530-0277.1996.tb01133.x 10.1111/j.1530-0277.1996.tb01133.x8947309

[brb3989-bib-0029] Lucchesi, W. , Mizuno, K. , & Giese, K. P. (2011). Novel insights into CaMKII function and regulation during memory formation. Brain Research Bulletin, 85, 2–8. https://doi.org/10.1016/j.brainresbull.2010.10.009 2107084010.1016/j.brainresbull.2010.10.009

[brb3989-bib-0030] Lund, S. P. , Nettleton, D. , Mccarthy, D. J. , & Smyth, G. K. (2012). Detecting differential expression in RNA‐sequence data using quasi‐likelihood with shrunken dispersion estimates. Statistical Applications in Genetics and Molecular Biology, 11, 8.10.1515/1544-6115.182623104842

[brb3989-bib-0032] Mamdani, M. , Williamson, V. , Mcmichael, G. O. , Blevins, T. , Aliev, F. , Adkins, A. , … Web, B. T. (2015). Integrating mRNA and miRNA weighted gene co‐expression networks with eQTLs in the nucleus accumbens of subjects with alcohol dependence. PLoS One, 10, e0137671 https://doi.org/10.1371/journal.pone.0137671 2638126310.1371/journal.pone.0137671PMC4575063

[brb3989-bib-0033] Markel, P. D. , Defries, J. C. , & Johnson, T. E. (1995). Use of repeated measures in an analysis of ethanol‐induced loss of righting reflex in inbred long‐sleep and short‐sleep mice. Alcoholism: Clinical and Experimental Research, 19, 299–304. https://doi.org/10.1111/j.1530-0277.1995.tb01506.x 10.1111/j.1530-0277.1995.tb01506.x7625561

[brb3989-bib-0034] Miranda, R. C. , Pietrzykowski, A. Z. , Tang, Y. , Sathyan, P. , Mayfield, D. , Keshavarzian, A. , … Hereld, D. (2010). MicroRNAs: Master regulators of ethanol abuse and toxicity? Alcoholism: Clinical and Experimental Research, 34, 575–587. https://doi.org/10.1111/j.1530-0277.2009.01126.x 10.1111/j.1530-0277.2009.01126.xPMC292525220102566

[brb3989-bib-0035] Musunuru, K. , Strong, A. , Frank‐Kamenetsky, M. , Lee, N. E. , Ahfeldt, T. , Sachs, K. V. , … Ruda, V. M. (2010). From noncoding variant to phenotype via SORT1 at the 1p13 cholesterol locus. Nature, 466, 714–719. https://doi.org/10.1038/nature09266 2068656610.1038/nature09266PMC3062476

[brb3989-bib-0036] Nunez, Y. O. , & Mayfield, R. D. (2012). Understanding alcoholism through microRNA signatures in brains of human alcoholics. non‐coding RNA and addiction, 17.10.3389/fgene.2012.00043PMC332233822514554

[brb3989-bib-0037] Nunez, Y. O. , Truitt, J. M. , Gorini, G. , Ponomareva, O. N. , Blednov, Y. A. , Harris, R. A. , & Mayfield, R. D. (2013). Positively correlated miRNA‐mRNA regulatory networks in mouse frontal cortex during early stages of alcohol dependence. BMC Genomics, 14, 1.2414857010.1186/1471-2164-14-725PMC3924350

[brb3989-bib-0038] Olsen, R. W. , Hanchar, H. J. , Meera, P. , & Wallner, M. (2007). GABA A receptor subtypes: The “one glass of wine” receptors. Alcohol, 41, 201–209. https://doi.org/10.1016/j.alcohol.2007.04.006 1759154310.1016/j.alcohol.2007.04.006PMC2852584

[brb3989-bib-0039] Pasquinelli, A. E. (2012). MicroRNAs and their targets: Recognition, regulation and an emerging reciprocal relationship. Nature Reviews Genetics, 13, 271–282. https://doi.org/10.1038/nrg3162 10.1038/nrg316222411466

[brb3989-bib-0040] Pietrzykowski, A. Z. , Friesen, R. M. , Martin, G. E. , Puig, S. I. , Nowak, C. L. , Wynne, P. M. , … Treistman, S. N. (2008). Posttranscriptional regulation of BK channel splice variant stability by miR‐9 underlies neuroadaptation to alcohol. Neuron, 59, 274–287. https://doi.org/10.1016/j.neuron.2008.05.032 1866715510.1016/j.neuron.2008.05.032PMC2714263

[brb3989-bib-0041] Purves, D. , Augustine, G. J. , Fitzpatrick, D. , Hall, W. C. , Lamantia, A.‐S. , Mcnamara, J. O. , & White, L. E. (2008). Neuroscience, 4th Edition, Sunderland, MA: Sinauer Associates, Inc.

[brb3989-bib-0042] Rau, A. , Gallopin, M. , Celeux, G. , & Jaffrézic, F. (2013). Data‐based filtering for replicated high‐throughput transcriptome sequencing experiments. Bioinformatics, 29, 2146–2152. https://doi.org/10.1093/bioinformatics/btt350 2382164810.1093/bioinformatics/btt350PMC3740625

[brb3989-bib-0043] Rosenthal, R. (1978). Combining results of independent studies. Psychological Bulletin, 85, 185 https://doi.org/10.1037/0033-2909.85.1.185

[brb3989-bib-0044] Ru, Y. , Kechris, K. J. , Tabakoff, B. , Hoffman, P. , Radcliffe, R. A. , Bowler, R. , … Bemis, L. (2014). The multiMiR R package and database: Integration of microRNA–target interactions along with their disease and drug associations. Nucleic Acids Research, 42, e133–e133. https://doi.org/10.1093/nar/gku631 2506329810.1093/nar/gku631PMC4176155

[brb3989-bib-0045] Schuckit, M. A. (1980). Self‐rating of alcohol intoxication by young men with and without family histories of alcoholism. Journal of Studies on Alcohol, 41, 242–249. https://doi.org/10.15288/jsa.1980.41.242 737414210.15288/jsa.1980.41.242

[brb3989-bib-0046] Schuckit, M. A. (1994). Low level of response to alcohol as a predictor of future alcoholism. American Journal of Psychiatry, 151, 184–189.829688610.1176/ajp.151.2.184

[brb3989-bib-0047] Shipton, O. A. , & Paulsen, O. (2014). GluN2A and GluN2B subunit‐containing NMDA receptors in hippocampal plasticity. Philosophical Transactions of the Royal Society of London. Series B, Biological Sciences, 369, 20130163.2429816410.1098/rstb.2013.0163PMC3843894

[brb3989-bib-0048] Shonesy, B. C. , Jalan‐Sakrikar, N. , Cavener, V. S. , & Colbran, R. J. (2014). CaMKII: A molecular substrate for synaptic plasticity and memory. Progress in Molecular Biology and Translational Science, 122, 61–87. https://doi.org/10.1016/B978-0-12-420170-5.00003-9 2448469810.1016/B978-0-12-420170-5.00003-9

[brb3989-bib-0049] Silveri, M. , & Spear, L. (2002). The effects of NMDA and GABAA pharmacological manipulations on ethanol sensitivity in immature and mature animals. Alcoholism: Clinical and Experimental Research, 26, 449–456. https://doi.org/10.1111/j.1530-0277.2002.tb02560.x 11981119

[brb3989-bib-0050] Skarnes, W. C. , Rosen, B. , West, A. P. , Koutsourakis, M. , Bushell, W. , Iyer, V. , … Cox, T. (2011). A conditional knockout resource for the genome‐wide study of mouse gene function. Nature, 474, 337–342. https://doi.org/10.1038/nature10163 2167775010.1038/nature10163PMC3572410

[brb3989-bib-0051] Smyth, G. K. (2005). Limma: Linear models for microarray data Bioinformatics and computational biology solutions using R and Bioconductor. New York: Springer.

[brb3989-bib-0052] Tabakoff, B. , & Hoffman, P. L. (2000). Animal models in alcohol research. Alcohol Research and Health, 24, 77–84.11199281PMC6713012

[brb3989-bib-0053] Team, R. C. (2000). R language definition. Retrieved from CRAN sites.

[brb3989-bib-0054] Vanderlinden, L. A. , Saba, L. M. , Bennett, B. , Hoffman, P. L. , & Tabakoff, B. (2015). Influence of sex on genetic regulation of “drinking in the dark” alcohol consumption. Mammalian Genome, 26, 43–56. https://doi.org/10.1007/s00335-014-9553-8 2555901610.1007/s00335-014-9553-8PMC4306387

[brb3989-bib-0056] Williams, R. W. , Bennett, B. , Lu, L. , Gu, J. , Defries, J. C. , Carosone–Link, P. J. , … Johnson, T. E. (2004). Genetic structure of the LXS panel of recombinant inbred mouse strains: A powerful resource for complex trait analysis. Mammalian Genome, 15, 637–647. https://doi.org/10.1007/s00335-004-2380-6 1545734310.1007/s00335-004-2380-6

[brb3989-bib-0058] Yang, H. , Wang, J. R. , Didion, J. P. , Buus, R. J. , Bell, T. A. , Welsh, C. E. , … Pialek, J. (2011). Subspecific origin and haplotype diversity in the laboratory mouse. Nature Genetics, 43, 648–655. https://doi.org/10.1038/ng.847 2162337410.1038/ng.847PMC3125408

# Supplementary material for: miRNA‐regulated transcription associated with mouse strains predisposed to hypnotic effects of ethanol
**Source:** Brain Behav. 2018 Apr 30;8(6):e00989. doi: 10.1002/brb3.989

# miRNA-Regulated Transcription Associated with Predisposition to Sedative Effects of Ethanol in Mice

## Supplemental Figures

October 31, 2016

Figure S1: Graphical depiction of the overlap between differential expression (DE) results for the SAL and NVE datasets for features that were classified as up-regulated in ILS mice or not. On the x-axis are the p-value thresholds that were used for this classification (i.e. a miRNA is considered up-regulated in ILS if the p-value for that miRNA is less than the threshold and the DE is in the correct direction), and on the y-axis is the  $-\log_{10}(p)$  value from a Fisher's exact test on the  $2 \times 2$  table generated by classifying miRNAs as up-regulated in ILS or not in the two datasets. The horizontal black line represents a p-value of 0.05

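For miRNAs higher in ILS, the exact p fell under 0.05 at 29 of the 30 thresholds from 0.01 to 0.30. It was smallest at a threshold of 0.24 (8.60e-06) and largest at 0.01, where no miRNA was higher in ILS in both data sets (exact p = 1). At 0.05 it was 0.00232, with 4 miRNAs in both data sets (mmu-miR-219a-2-3p, mmu-miR-219b-5p, mmu-miR-5121 and mmu-miR-668-3p), and at 0.10 it was 0.00345. The thresholds share miRNAs, so these p values are not separate tests.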

Figure S2: Graphical depiction of the overlap between differential expression (DE) results for the SAL and NVE datasets for features that were classified as up-regulated in ISS mice or not. On the x-axis are the p-value thresholds that were used for this classification (i.e. a miRNA is considered up-regulated in ISS if the p-value for that miRNA is less than the threshold and the DE is in the correct direction), and on the y-axis is the  $-\log_{10}(p)$  value from a Fisher's exact test on the  $2 \times 2$  table generated by classifying miRNAs as up-regulated in ISS or not in the two datasets. The horizontal black line represents a p-value of 0.05

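For miRNAs higher in ISS, the exact p fell under 0.05 at 15 of 30 thresholds. It was smallest at 0.30 (5.62e-04) and largest at 0.01, 0.02, 0.03 and 0.05 (exact p = 1 at each). At 0.02 ISS had 17 miRNAs in saline-treated and 14 in naïve mice and none in both. At 0.05 mmu-miR-155-5p was the 1 miRNA in both data sets, and at 0.10 the exact p was 0.766.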

**Supplement:** Supplementary file 1

# Supplementary material for: miRNA‐regulated transcription associated with mouse strains predisposed to hypnotic effects of ethanol
**Source:** Brain Behav. 2018 Apr 30;8(6):e00989. doi: 10.1002/brb3.989
**Supplement:** Supplementary file 10

**Supplementary Methods and Results**

Details on miRNA Quantitation

For both small RNA sequencing data sets (Figure 1A-B), the Fastx toolkit version 0.0.13 was used to clip adapters and filter reads for quality (>95% Q20 bases) (Gordon and Hannon, 2010).Since only size selection was used in the library preparation, some reads aligned to non-miRNA features. To compare the proportion of reads aligned to miRNAs to the proportion of reads aligned elsewhere in the genome, samples were aligned using Bowtie (version 1.1.1; (Langmead et al., 2009) to a transcript database consisting of all mouse transcripts in RefSeq starting with “NM” and “NR” identifiers (Release 67; (Pruitt et al., 2007). Because miRNAs are the main focus of this manuscript, quantification for statistical analyses was performed with RSEM (version 1.2.19; (Li and Dewey, 2011) to estimate counts for a miRNA transcriptome consisting of the mouse miRBase database (version 21) for mature miRNA transcripts (Li and Dewey, 2011, Griffiths-Jones et al., 2006).

Details on mRNA Quantitation

For measures of brain mRNA expression levels, the public data set on 60 LXS strains and the two parental strains (n=4 to 6 mice per strain) was downloaded in the form of Affymetrix Mouse Exon 1.0 ST Array (Affymetrix, Santa Clara, CA) CEL files from the PhenoGen website (<http://phenogen.ucdenver.edu>;(Vanderlinden et al., 2015, Hoffman et al., 2011). The probe mask described previously in (Vanderlinden et al., 2015) was used to eliminate low integrity probes, i.e., probes that did not align uniquely to the mm10 version of the mouse genome or aligned to a region of the genome that harbored a sequence polymorphism between either parental strain and the C57BL/6J reference strain. The remaining probe sets were compared to the Ensembl GRCm38/mm10 version of the transcriptome in mouse. Probe sets targeting the same Ensembl gene were aggregated into a single expression estimate for each sample using the rma-sketch pipeline for normalization and aggregation in Affymetrix Power Tools (Irizarry et al., 2003, Shakya et al., 2010). Normalized expression estimates were adjusted for batch effects using ComBat (Johnson et al., 2007) and all results are reported at the gene level.

Information on LXS Marker Set

The original LXS genetic marker set consisting of 303,988 SNPs with unique dbSNP identifiers was generated by The Jackson Laboratory using the Affymetrix Mouse Diversity Genotyping Array (Yang et al., 2011). The quality control process and the reduction of high quality informative SNPs to unique strain distribution patterns (SDPs) are described in detail in (Vanderlinden et al., 2015) including the requirement of homozygous genotype calls in the two parental strains and in 95% of the RI strains. For the QTL analysis of sleep time, the original SNP set was reduced to 1,435 unique strain distribution patterns (SDPs) for the entire LXS panel. For the eQTL analysis, we used a set of 1,414 SDPs (based only on the 60 LXS strains used for the exon array analysis) described in (Vanderlinden et al., 2015).

Differential expression of miRNAs

Filtered miRNAs were analyzed with the QuasiSeq package (V1.0-8) in R (Lund et al., 2012) using a negative binomial generalized linear model (GLM) framework where the 75th percentile of counts for a given sample was used as an offset to account for differences between library sizes across samples.

Power Simulation for Meta-Analysis Method

A simulation study was conducted to compare the statistical power for detecting differential expression between the meta-analysis method used for combining the miRNA results between SAL and NVE mice and what could have been achieved if both data sets could have been analyzed in a single model. To do this, data sets were simulated using the same negative binomial generalized linear model framework that is assumed for the analysis of the RNA-Seq data using QuasiSeq. Here, the observed counts for gene *i* in sample *k* are denoted by Y_ij_ and are assumed to follow a negative binomial distribution with mean $\mu_{ij}$ and dispersion $\rho_{i}$. The mean and covariates are linked via the relationship

$\log\left( \mu_{ij} \right)= \beta_{0i}+ \beta_{1i}\cdot x_{j}$

where x_j_ is equal to 1 if sample *j* is from an ISS mouse and 0 if it is from an ILS mouse. That is, $\beta_{1i}$ is the differential expression effect (on the log scale) for gene *i*. For each effect size examined, 20 simulated data sets were generated with 500 genes (all differentially expressed) and 12 samples (6 ISS and 6 ILS) each. The intercept values $\beta_{0i}$ were simulated from a uniform (5, 12) distribution while dispersion values were simulated from a uniform (0.25, 5) distribution. Given these values, observed counts were then simulated from a negative binomial ($\mu_{ij}$, $\rho_{i})$ distribution for each gene in each sample. To estimate the power from the meta-analysis technique, the 12 samples were separated into 2 smaller data sets (i.e. a SAL and a NVE set), each with 3 ISS samples and 3 ILS samples. Differential expression was determined using the same QuasiSeq analysis pipeline that was used on the real data, and the meta-analysis was applied to the resulting p-values to determine a meta-analysis p-value. Power was estimated as the proportion of genes with a meta-analysis p-value < 0.05 for each data set, and a mean was taken across all 20 data sets for a given effect size. Power for the single model was done in a similar way, but this time differential expression was determined using QuasiSeq with all 12 samples at once. The results for a range of effect sizes (0.25 – 3) are in Supplemental Table 8. The meta-analysis achieved between 93%-100% of the power that could have been obtained using a single model (had that been possible), and for effect sizes that gave 80%-90% power, the meta-analysis and the single model were virtually identical.

Comparison of Saline Treated and Naïve Differentially Expressed miRNA

Although the magnitude of the overlap between the the SAL and NVE differentially expressed miRNA was not large due to our strict criteria (p-value < 0.05 for both sets), there was overall concordance between the two studies when we examined miRNAs that showed evidence of differential expression using more relaxed thresholds. For example, by classifying miRNA as either significantly up-regulated in ILS (p-value < 0.20 and DE in the correct direction) or not significantly up-regulated in ILS, there was a significant association between the two studies in their classification of the miRNAs (Fisher’s exact test p-value = 1.8e-4). Performing this same process but instead classifying miRNAs as either up-regulated in ISS or not gave similar results (Fisher’s exact test p-value = 0.02). Supplemental Figures 1 and 2 show the trend as the p-value threshold for defining a DE miRNA ranges between 0.01-0.30.

Additionally, we compared the overall miRNA expression profiles (post counts per million filtering) for the 12 mice included in this study by computing all pairwise Spearman correlations between the samples. The minimum correlation between two samples was 0.91 while the bulk of the correlations were around 0.95-0.98. That is, the two most uncorrelated samples in the data still had an overall correlation of 0.91 in terms of miRNA expression. This seems to suggest that the overall expression profiles are in fact quite similar across both the NVE and SAL mice, and also seems to replicate the above analysis investigating overlap in differential expression testing results.

Details on Integrative Analysis of miRNAs and mRNAs

Prior to combing the p-values from the three different analyses (miRNA differential expression, mRNA differential expression, mRNA-LORR correlation), extreme values of the Z-statistics converted from the p-values obtained in the mRNA differential expression analyses and the mRNA-LORR correlation analyses were Winsorized (Dixon and Tukey, 1968) at roughly the magnitude of the largest Z-statistic from the miRNA differential expression analyses in an effort to temper the influence of the two mRNA-based analyses on the integrative meta-analysis. This was done to avoid candidate miRNA-mRNA pairs that showed no evidence of differential expression in the miRNA but extreme differences in mRNA expression. Additionally, the directions of the individual effects were accounted for to focus on pairs that showed evidence of a direct relationship (up regulation in the miRNAs and down regulation of the target mRNAs and vice versa). Finally, the resulting meta-analysis p-value was adjusted for multiple comparisons and significant pairs were identified using a FDR threshold of 0.10.

Details on Characterization of miRNA-mRNA pairs: Pathway Enrichment

We performed two separate pathway analyses. First, examining mRNAs that are targeted by our top miRNAs but using other mRNA target resources, not only the mRNAs in our top pairs. Then, we examined the mRNAs in our top pairs (i.e., LORR associated mRNAs that show evidence of miRNA targeting) and examined enriched pathways that may be different from enrichment in all mRNAs associated with LORR (but may not be targeted by miRNAs). The two pathway enrichment strategies were necessary because not all mRNAs are represented on the exon arrays, either because they were not on the array or removed through filtering. Therefore, we did not want to limit the pathway analysis to only the top mRNAs in our pairs. The two sets of pathway results provided different but complementary results related to neuron synapse and function.

*mRNA Pathway Analysis:* All of the unique mRNAs in the significant miRNA-mRNA pairs from the integrative meta-analysis were tested for statistical enrichment versus the background set of all mRNAs associated with LORR (i.e. mRNAs with an FDR < 0.05 in the DE analysis of mRNA features in 2.3.2) to explore if there was functional enrichment due to miRNA regulation. This was performed using the Panther web tool V10 (Mi et al., 2016) for each of Panther pathways (Nikolsky and Bryant, 2009), GO molecular functions, and GO biological processes (Ashburner et al., 2000). To determine significance under each paradigm, the standard output was filtered to include only those gene sets (i.e., pathways, functions or processes) that had at least 2 genes from the list of miRNA targeted differentially expressed mRNAs. From this, a p-value for overrepresentation was obtained for each remaining feature, and these were then adjusted for multiple comparisons (FDR < 0.10).

*miRNA Pathway Analysis:* A similar process was performed for the unique set of miRNAs in the significant pairs using the miRpath tool v3.0 (Vlachos et al., 2015). Here the union of the predicted targets from microT-CDS v5.0 (Paraskevopoulou et al., 2013) and the validated targets from TarBase v7.0 (Vlachos et al., 2014)for each miRNA were analyzed for overrepresentation of KEGG pathways (FDR < 0.05). This was done for all miRNAs involved in the significant miRNA-mRNA pairs simultaneously, and then for a selected subset of highly connected (i.e. at least 5 mRNA targets in the significant miRNA-mRNA pairs) miRNAs individually.

Details on Characterization of miRNA-mRNA pairs: eQTL

Location of the miRNAs in the genome was compared to both the associated mRNA’s expression (e)QTL (if a significant one was found) and the LORR QTLs.

The eQTL were calculated using weighted marker regression (Carlborg et al., 2005) on strain means for individual Ensembl genes. Genome-wide p-values were calculated empirically through permutations limited to unique SDP (Churchill and Doerge, 1994). Confidence intervals for QTL location were calculated using the bootstrap methods outlined in (Visscher et al., 1996). All eQTL calculations were conducted in QTLReaper (http://qtlreaper.sourceforge.net/).

The LORR QTLs were calculated using marker regression on strain means with genome-wide p-values calculated empirically. Confidence intervals for LORR QTL location are represented by a 90% Bayesian credible interval (Sen and Churchill, 2001). All calculations for LORR QTL were executed in the R/qtl package of R statistical software (Broman et al., 2003). Additionally, the location within the genome of each miRNA was compared to several LORR QTLs discovered in previous studies (Markel et al., 1997, Bennett et al., 2015).

Details on Characterization of miRNA-mRNA pairs: Summaries

Other summaries that were tabulated for the significant pairs included: the number of mRNAs targeted by each miRNA, the number of miRNAs that targeted each mRNA, the number of functional gene sets (from the Panther web tool described above) that each miRNA targeted (defined by targeting at least one mRNA in that set), and for each functional gene set that a miRNA targeted, how many of the genes in that gene set were targeted, and which KEGG pathways were overrepresented among all target mRNAs for each miRNA based on the mirPath analysis.

Validaton of Selected Predicted Target

The first construct contained the predicted binding site and the second construct contained site directed mutations in the predicted binding site as previously described (Pillai et al., 2010). Plasmids were transfected into HEK293T cells using Lipofectamine 2000 (ThermoFisher Scientific) and treated with a control mimic (Allstars negative control, Qiagen) or a specific mimic of miR-106b-5p (Qiagen). Following 12 hours of incubation, luciferase activity was quantitated on a luminometer and compared to the internal control in the dual luciferase vector for transfection efficiency.

For-CAM106b

5’- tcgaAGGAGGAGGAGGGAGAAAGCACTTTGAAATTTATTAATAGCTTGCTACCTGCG

and Rev-CAM106b

5’- ggccCGC AGG TAG CAA GCT ATT AAT AAA TTT CAA AGT GCT TTC TCC CTC CTC CTC CT

and for the mutant construct For-CAM106b

mut 5’- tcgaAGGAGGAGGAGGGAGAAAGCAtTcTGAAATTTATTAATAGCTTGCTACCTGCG

and Rev-CAM106b

mut 5’- ggccCGC AGG TAG CAA GCT ATT AAT AAA TTT CAg AaT GCT TTC TCC CTC CTC CTC CT

Exploring Concordance

Our miRNA-specific analysis did not result in a large number of miRNAs that showed significant differential expression in both the saline treated and naïve data sets. This could in part be due to the stringency of our methods and lack of power in each independent analysis (only 3 samples per strain in each dataset), differences in sequencing depth (higher in the naïve set), and somewhat different dissection methods (cerebellum and olfactory bulbs were included in the naive set but not the saline treated set). 

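The 45 entries of the saline-treated mice and the 41 of the naïve mice (46 and 42 by miRNA name) had 6 in common, where chance gives 3.82 (Fisher's exact test, two-sided, p = 0.255). Split by direction, those higher in ILS had 4 in common against 0.629 by chance, and those higher in ISS 1, mmu-miR-155-5p of microglia, against 1.32. miRNAs with a mean under 10 normalized CPM made up 8 of the calls in saline-treated ISS and ILS mice and 15 of those in naïve ISS and ILS mice.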

Despite the small number of overlapping miRNA, there was overall concordance in the results between the two studies if we relaxed our criteria. However, the use of the meta-analysis to combine the individual results gave a larger number of features to interrogate than either of the individual analyses. Moreover, a simulation study (details previously described) showed that the meta-analysis technique gave statistical power close to what could have been achieved for a similar analysis using n=6 in the ILS and ISS strains. Indeed, for log-effect sizes between 0.25-3, the meta-analysis gave power that was between 93%-100% of what would have been achieved using a single model with n=6 in each strain.

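Of the 60 miRNAs at an unadjusted p under 0.05 in the meta-analysis, 5 were under 0.05 in both data sets, 20 (with those 5) in the saline-treated mice, 23 (with those 5) in the naïve mice and 22 in neither. mmu-miR-34a-5p and mmu-miR-19a-3p, higher in ISS, were among the 22, while mmu-miR-26b-5p passed only in the naïve mice and mmu-miR-338-5p, higher in ILS, only in the saline-treated mice. The strain by data set interaction had an adjusted p of 0.833 for mmu-miR-26b-5p and 0.928 for mmu-miR-338-5p. These values do not show that the strain differences were the same in both data sets.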

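A single model over all 12 mice, with strain and data set as terms, gave 51 miRNAs at an unadjusted p under 0.05 in edgeR, 29 higher in ISS and 22 higher in ILS. In it 1 of the ISS to ILS differences passed an adjusted p of 0.05. In 20 simulated data sets with the depth and spread of these 12 libraries, each difference was the same in both data sets and miRNAs were drawn independently. There the meta-analysis recovered 69.1% of ISS to ILS differences of 1.5-fold, 94.4% of those of 2-fold and 100% of those of 4-fold at an unadjusted p under 0.05. The saline-treated mice alone gave 52.1%, 86.9% and 98.6%, and the naïve mice alone 32.2%, 71.5% and 98.9%. The real log2 fold changes of the 2 data sets had a Spearman correlation of only 0.195 across miRNAs. The recovery of the meta-analysis therefore holds only for differences shared by both data sets.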

Additional Considerations

While a lack of additional samples on which to perform qRT-PCR validation for expression levels is a limitation and should be the subject of future research, the fact that the miRNA differential expression analysis was only one of four pieces that went into the integrative meta-analysis (mRNA DE, mRNA-LORR correlation, miRNA-mRNA target prediction) provides additional confidence in the overall results. For the mRNA specific analyses, not all genes were represented on the exon arrays, either because they were removed through filtering or they were never there to begin with. Additionally, the LORR correlation results showed weaker signal than the differential expression results between the ILS and ISS. This is not unexpected since the ILS and ISS are at the extremes of the LORR distribution so they should show the most dramatic changes. The ILS and ISS strains also differ on many other traits in addition to ethanol sensitivity, including alcohol intake and withdrawal symptoms (Church et al., 1979, Gilliam and Collins, 1986). Moreover, the injection procedure performed on the saline treated mice may itself alter gene or miRNA expression. However, we do not expect the expression of the genes/miRNAs associated with LORR to be affected since the phenotype itself does not appear to be sensitive to the injection.

As a first approach, this study only focused on male mice because the analysis of data from female mice poses challenges since gene expression is known to fluctuate during the ovarian cycle (Yang et al., 2006, Maguire et al., 2005). Future studies in females would require the synchronization of ovarian cycles among female mice. Based on our experience, the ILS mice have especially inconsistent ovarian cycles, which will need to be considered. Regarding phenotypic variation between male and females, while there are differences in LORR values observed between male and female mice from the same LXS strain, the correlation between males and females is fairly strong (Spearman’s rank-correlation = 0.84; (Bennett et al., 2006). This high correlation suggests that although our study was specific to male mice, the results provide candidate miRNA-mRNA for future evaluation in females. Additionally, previous studies have found that gene expression does not significantly differ between the left and right hemispheres of the brain in rodents, so we do not expect any biases to be introduced by using the right hemisphere for miRNA expression and the left for mRNA expression in the naïve mice (Brown et al., 2002).

Although there is evidence of miRNA and gene expression differences among brain regions (Bak et al., 2008, Hovatta et al., 2007), we have chosen to emphasize the whole brain at this stage for several reasons. First, for complex diseases such as alcoholism, the brain region most responsible for the trait may not be known or there may be multiple regions involved with interactions among the regions that are not well defined (Koob and Volkow, 2010) . Therefore, whole brain profiling provides a more general resource when the relevant brain regions are unknown or there are not enough resources to profile multiple brain regions. Second, brain regions, such as the hippocampus, can still be quite heterogeneous. This poses practical challenges for the scope of the study regarding the appropriate level of dissection. Third, work in our group comparing whole brain gene expression data with brain regional data indicates that for gene co-expression, results that are consistent across brain regions can still be identified using whole brain analysis (Vanderlinden et al., 2013). Finally, our method is based on existing gene expression data on the entire LXS panel, which at this time only includes whole brain or hippocampus for naïve mice. Although some evidence supports the role of the hippocampus in ethanol tolerance, other regions have been implicated for tolerance such as the striatum, and the role of the hippocampus for the other traits is still unclear. In summary, although whole brain analysis may result in false negatives, the large number of true positives that can be found with whole brain data should outweigh this drawback.

ASHBURNER, M., BALL, C. A., BLAKE, J. A., BOTSTEIN, D., BUTLER, H., CHERRY, J. M., DAVIS, A. P., DOLINSKI, K., DWIGHT, S. S. & EPPIG, J. T. 2000. Gene Ontology: tool for the unification of biology. *Nature genetics,* 25**,** 25-29.

BAK, M., SILAHTAROGLU, A., MØLLER, M., CHRISTENSEN, M., RATH, M. F., SKRYABIN, B., TOMMERUP, N. & KAUPPINEN, S. 2008. MicroRNA expression in the adult mouse central nervous system. *Rna,* 14**,** 432-444.

BENNETT, B., CAROSONE-LINK, P., ZAHNISER, N. R. & JOHNSON, T. E. 2006. Confirmation and fine mapping of ethanol sensitivity quantitative trait loci, and candidate gene testing in the LXS recombinant inbred mice. *Journal of Pharmacology and Experimental Therapeutics,* 319**,** 299-307.

BENNETT, B., LARSON, C., RICHMOND, P. A., ODELL, A. T., SABA, L. M., TABAKOFF, B., DOWELL, R. & RADCLIFFE, R. A. 2015. Quantitative Trait Locus Mapping of Acute Functional Tolerance in the LXS Recombinant Inbred Strains. *Alcoholism: Clinical and Experimental Research,* 39**,** 611-620.

BROMAN, K. W., WU, H., SEN, Ś. & CHURCHILL, G. A. 2003. R/qtl: QTL mapping in experimental crosses. *Bioinformatics,* 19**,** 889-890.

BROWN, V. M., OSSADTCHI, A., KHAN, A. H., YEE, S., LACAN, G., MELEGA, W. P., CHERRY, S. R., LEAHY, R. M. & SMITH, D. J. 2002. Multiplex three-dimensional brain gene expression mapping in a mouse model of Parkinson's disease. *Genome research,* 12**,** 868-884.

CARLBORG, Ö., DE KONING, D., MANLY, K. F., CHESLER, E., WILLIAMS, R. W. & HALEY, C. S. 2005. Methodological aspects of the genetic dissection of gene expression. *Bioinformatics,* 21**,** 2383-2393.

CHURCH, A. C., FULLER, J. L. & DANN, L. 1979. Alcohol intake in selected lines of mice: Importance of sex and genotype. *Journal of comparative and physiological psychology,* 93**,** 242.

CHURCHILL, G. A. & DOERGE, R. W. 1994. Empirical threshold values for quantitative trait mapping. *Genetics,* 138**,** 963-971.

DIXON, W. J. & TUKEY, J. W. 1968. Approximate behavior of the distribution of Winsorized t (Trimming/Winsorization 2). *Technometrics,* 10**,** 83-98.

GILLIAM, D. M. & COLLINS, A. C. 1986. Quantification of Physiological and Behavioral Measures of Alcohol Withdrawal in Long‐Sleep and Short‐Sleep Mice. *Alcoholism: Clinical and Experimental Research,* 10**,** 672-678.

GORDON, A. & HANNON, G. 2010. Fastx-toolkit. *FASTQ/A short-reads preprocessing tools (unpublished)* <http://hannonlab>*. cshl. edu/fastx_toolkit*.

GRIFFITHS-JONES, S., GROCOCK, R. J., VAN DONGEN, S., BATEMAN, A. & ENRIGHT, A. J. 2006. miRBase: microRNA sequences, targets and gene nomenclature. *Nucleic acids research,* 34**,** D140-D144.

HOFFMAN, P. L., BENNETT, B., SABA, L. M., BHAVE, S. V., CAROSONE‐LINK, P. J., HORNBAKER, C. K., KECHRIS, K. J., WILLIAMS, R. W. & TABAKOFF, B. 2011. Using the Phenogen website for ‘in silico’analysis of morphine‐induced analgesia: identifying candidate genes. *Addiction biology,* 16**,** 393-404.

HOVATTA, I., ZAPALA, M. A., BROIDE, R. S., SCHADT, E. E., LIBIGER, O., SCHORK, N. J., LOCKHART, D. J. & BARLOW, C. 2007. DNA variation and brain region-specific expression profiles exhibit different relationships between inbred mouse strains: implications for eQTL mapping studies. *Genome biology,* 8**,** 1.

IRIZARRY, R. A., BOLSTAD, B. M., COLLIN, F., COPE, L. M., HOBBS, B. & SPEED, T. P. 2003. Summaries of Affymetrix GeneChip probe level data. *Nucleic acids research,* 31**,** e15-e15.

JOHNSON, W. E., LI, C. & RABINOVIC, A. 2007. Adjusting batch effects in microarray expression data using empirical Bayes methods. *Biostatistics,* 8**,** 118-127.

KOOB, G. F. & VOLKOW, N. D. 2010. Neurocircuitry of addiction. *Neuropsychopharmacology,* 35**,** 217-238.

LANGMEAD, B., TRAPNELL, C., POP, M. & SALZBERG, S. L. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biol,* 10**,** R25.

LI, B. & DEWEY, C. N. 2011. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC bioinformatics,* 12**,** 323.

LUND, S. P., NETTLETON, D., MCCARTHY, D. J. & SMYTH, G. K. 2012. Detecting differential expression in RNA-sequence data using quasi-likelihood with shrunken dispersion estimates. *Statistical applications in genetics and molecular biology,* 11**,** 8.

MAGUIRE, J. L., STELL, B. M., RAFIZADEH, M. & MODY, I. 2005. Ovarian cycle–linked changes in GABAA receptors mediating tonic inhibition alter seizure susceptibility and anxiety. *Nature neuroscience,* 8**,** 797-804.

MARKEL, P. D., BENNETT, B., BEESON, M., GORDON, L. & JOHNSON, T. E. 1997. Confirmation of quantitative trait loci for ethanol sensitivity in long-sleep and short-sleep mice. *Genome research,* 7**,** 92-99.

MI, H., POUDEL, S., MURUGANUJAN, A., CASAGRANDE, J. T. & THOMAS, P. D. 2016. PANTHER version 10: expanded protein families and functions, and analysis tools. *Nucleic acids research,* 44**,** D336-D342.

NIKOLSKY, Y. & BRYANT, J. 2009. Protein networks and pathway analysis.

PARASKEVOPOULOU, M. D., GEORGAKILAS, G., KOSTOULAS, N., VLACHOS, I. S., VERGOULIS, T., RECZKO, M., FILIPPIDIS, C., DALAMAGAS, T. & HATZIGEORGIOU, A. G. 2013. DIANA-microT web server v5. 0: service integration into miRNA functional analysis workflows. *Nucleic acids research***,** gkt393.

PRUITT, K. D., TATUSOVA, T. & MAGLOTT, D. R. 2007. NCBI reference sequences (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteins. *Nucleic acids research,* 35**,** D61-D65.

SEN, Ś. & CHURCHILL, G. A. 2001. A statistical framework for quantitative trait mapping. *Genetics,* 159**,** 371-387.

SHAKYA, K., RUSKIN, H., KERR, G., CRANE, M. & BECKER, J. 2010. Comparison of microarray preprocessing methods. *Advances in Computational Biology.* Springer.

VANDERLINDEN, L. A., SABA, L. M., BENNETT, B., HOFFMAN, P. L. & TABAKOFF, B. 2015. Influence of sex on genetic regulation of “drinking in the dark” alcohol consumption. *Mammalian genome,* 26**,** 43-56.

VANDERLINDEN, L. A., SABA, L. M., KECHRIS, K., MILES, M. F., HOFFMAN, P. L. & TABAKOFF, B. 2013. Whole brain and brain regional coexpression network interactions associated with predisposition to alcohol consumption. *PloS one,* 8**,** e68878.

VISSCHER, P. M., THOMPSON, R. & HALEY, C. S. 1996. Confidence intervals in QTL mapping by bootstrapping. *Genetics,* 143**,** 1013-1020.

VLACHOS, I. S., PARASKEVOPOULOU, M. D., KARAGKOUNI, D., GEORGAKILAS, G., VERGOULIS, T., KANELLOS, I., ANASTASOPOULOS, I.-L., MANIOU, S., KARATHANOU, K. & KALFAKAKOU, D. 2014. DIANA-TarBase v7. 0: indexing more than half a million experimentally supported miRNA: mRNA interactions. *Nucleic acids research***,** gku1215.

VLACHOS, I. S., ZAGGANAS, K., PARASKEVOPOULOU, M. D., GEORGAKILAS, G., KARAGKOUNI, D., VERGOULIS, T., DALAMAGAS, T. & HATZIGEORGIOU, A. G. 2015. DIANA-miRPath v3. 0: deciphering microRNA function with experimental support. *Nucleic acids research***,** gkv403.

YANG, H., WANG, J. R., DIDION, J. P., BUUS, R. J., BELL, T. A., WELSH, C. E., BONHOMME, F., YU, A. H.-T., NACHMAN, M. W. & PIALEK, J. 2011. Subspecific origin and haplotype diversity in the laboratory mouse. *Nature genetics,* 43**,** 648-655.

YANG, X., SCHADT, E. E., WANG, S., WANG, H., ARNOLD, A. P., INGRAM-DRAKE, L., DRAKE, T. A. & LUSIS, A. J. 2006. Tissue-specific expression and regulation of sexually dimorphic genes in mice. *Genome research,* 16**,** 995-1004.

How the deposited data were processed for this re-analysis (not part of the article)

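Small RNA sequencing of brain was analysed in 12 mice, 3 ISS and 3 ILS mice 8 hr after saline and 3 naïve ISS and 3 naïve ILS mice. The authors clipped adapters, filtered reads by quality, and with Bowtie 1.1.1 and RSEM 1.2.19 made an estimated count for each mature mouse miRNA, and the deposited estimated counts are whole numbers of the miRNAs that passed their CPM filter. No further rounding was needed, and all columns of both tables were used.

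The saline-treated and naïve libraries were analysed apart. Counts were scaled by the 75th percentile of each library over the kept miRNAs and fitted with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with default settings) in R 4.3.3, with strain as the term. The authors used QuasiSeq, another quasi-likelihood negative binomial fit, with the same 75th percentile. A miRNA counted as called at an unadjusted p under 0.05, as in the paper, with the Benjamini-Hochberg count at 0.05 beside it. The meta-analysis turned each two-sided p into a z with the sign of the log2 fold change and combined the 2 data sets by Stouffer's method without weights. Concordance used Fisher's exact test at a threshold of 0.20. Spearman's rho was computed across miRNAs for each pair of libraries. A model over all 12 libraries with strain, data set and their product gave the interaction, and 1 with strain and data set gave the difference of naïve from saline-treated mice. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

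Median depth was 2.64M counts in the saline-treated and 6.44M in the naïve mice. At 0.748 normalized CPM, the ISS level of mmu-miR-5121 in saline-treated mice, a library holds only a few counts. Among the miRNAs called at an unadjusted p under 0.05, those with a mean under 10 normalized CPM were few in the saline-treated and more in the naïve mice. K-numbered names of the naïve libraries do not match the replicate numbers of the sample labels, so the sequencing batch given in the labels could not be used as a term.

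miRNA lists covered the miR-7 family, the miR-17-92 and paralogous clusters, oligodendrocytes, neurons, microglia and immune cells, blood, endothelial and mural cells, choroid plexus and ependyma, the miR-200 family, cerebellum and hindbrain, retina and pineal, pituitary, muscle and liver, the Dlk1-Dio3 cluster, and the let-7 and miR-98 family. They were tested with camera in edgeR (limma 3.58.1) with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 14 lists with enough members. The lists, the comparisons, the tests and most alternatives were set before the data were examined, although the values of the paper's Table S2 had been seen. The miRNAs named are those the paper names in its text, in Tables 1 and 3 or in Figures 2 to 4, the 10 called miRNAs with the smallest p in each data set, the 20 called miRNAs with the smallest p in the meta-analysis, the 10 with the largest log2 fold change between the data sets past an adjusted p of 0.05 and a mean of 10 CPM, the 5 with the smallest interaction p, and members of the lists as examples of their list. The most abundant miRNA of each data set was named after its values were seen.

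Alternatives were TMM normalization, total counts, DESeq2 1.42.0 with its own size factors, limma-voom, the legacy quasi-likelihood fit of edgeR, a filter at 10 CPM, leaving out each mouse in turn, a replicate block in the saline-treated mice, a single model over the 12 libraries, the direction from the mean log2 fold change, and thresholds of 0.05, 0.10 and 0.30 for the concordance, which was also run at each step from 0.01 to 0.30. Leaving out both ISS mouse S13 and ILS mouse S15, and leaving out each mouse for the interaction and the lists, were added after the data had been seen. Exon array, mRNA, QTL and luciferase data are not analysed here.

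The tests were tried on 20 simulated data sets of 483 miRNAs with the depth and dispersion of these libraries. Each miRNA was drawn independently, and a changed miRNA had the same difference in the saline-treated and naïve designs. With no difference between strains, 4.67% of miRNAs passed an unadjusted p of 0.05 in the saline-treated design (2.90% to 6.42% over the data sets), 5.12% in the naïve design (3.31% to 6.63%) and 5.20% in the meta-analysis (3.31% to 8.28%). With 200 changed miRNAs, 5.48% (2.12% to 11.7%), 6.20% (2.83% to 13.8%) and 6.82% (2.83% to 22.3%) of the unchanged ones passed. The first version of this trial used a single simulated data set and missed its own limit in the naïve design. It was then redesigned to average over data sets with a new limit, and the ranges show how far a single data set can stray.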

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

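The tests of cerebellum and olfactory bulb were chosen after the results they address were seen. The bound for arguing against either tissue, set in median standard errors, was also widened after the values were seen. Under the narrower first bound the olfactory bulb would have been argued against.

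mmu-miR-1249-3p drew attention because its strain difference was not the same in the 2 data sets. The naïve log2 fold change exceeded the saline one by 1.91 (SE 0.30, adjusted p = 0.0153 from edgeR). Under TMM scaling and DESeq2 this adjusted p was 0.00658 and 5.72e-06, and without a single mouse it reached 0.0684. All 3 naïve ISS mice lay above all 3 naïve ILS mice, at group means of 6.42 and 1.75 normalized CPM. Chance cannot be excluded for the number of such miRNAs, which was 1 against a highest of 7 in other splits (12 of 100 splits gave at least as many). No explanation was tested for this miRNA.

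The naïve and saline-treated mice, which the paper does not test against each other, differed at 171 miRNAs higher and 114 lower in naïve mice. Chance can be excluded for this number, which was 285 against a highest of 28 in other splits (1 of 100, the real split). The cerebellum, kept in the naïve brains, may account for part of it, but the evidence is weak. The 4 measured miRNAs of the cerebellum and hindbrain list had a median log2 fold change of 1.89 (1.70 with TMM scaling and 1.07 with total counts, median SE 0.33). That lay above the median of all miRNAs under each scaling, and the members ran from 1.25 to 2.64. As a set they did not pass (camera, adjusted p = 0.124 with a preset correlation and 0.843 with an estimated one). With the preset correlation they passed with total counts (0.0314) or without ILS mouse K17 (0.0118). Whether the olfactory bulb, also kept, contributes cannot be told under the widened bound. The miR-200 family had a median log2 fold change of -1.18 (-1.41 and -2.03, median SE 0.89), with 6 of its 6 members under 0, but its spread between libraries was 1.43, and its highest deviations lay in saline-treated mice. As 0 sequencing runs hold libraries of both data sets, effects of run and treatment cannot be told apart, and saline itself stays among the open explanations, untested.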

How the results depend on the processing

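Leaving out ISS mouse S13 with ILS mouse S15, and each mouse in turn for the interaction and the lists, were chosen after the results were seen.

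With TMM normalization the saline-treated mice had 77 called miRNAs, 40 of them higher in ILS, and 10 at an adjusted p under 0.05. The meta-analysis had 49 higher in ILS and 14 at an adjusted p under 0.05, 18 pair miRNAs were called, and 27 list members were called in saline-treated mice. With total counts the saline-treated mice had 76 (33 higher in ILS, 4 adjusted), the naïve mice 12 higher in ILS and 4 adjusted, the meta-analysis 16 adjusted, 18 pair miRNAs, 28 list members in saline-treated mice and 2 lists between the data sets. With DESeq2 the saline-treated mice had 30 higher in ILS and 25 adjusted, the naïve mice 5 adjusted, the meta-analysis 18 adjusted and 27 list members in saline-treated mice, and the concordance up in ISS had an exact p of 0.218. limma-voom and the legacy fit each gave 1 adjusted call in the meta-analysis, as did the single model of 12 libraries.

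At 10 CPM, which 308 miRNAs passed, the saline-treated mice had 71 called miRNAs (57 higher in ISS, 18 adjusted), the naïve mice 24 (6 higher in ILS), the overlap in the same direction 2, the concordance up in ISS an exact p of 0.362, the meta-analysis 58 higher in ISS, 13 higher in ILS and 9 adjusted, and Spearman's rho a lowest of 0.889 and a median of 0.937. Thresholds of 0.05 and 0.10 gave exact p values of 1 and 0.766 for the concordance up in ISS. Without both ISS mouse S13 and ILS mouse S15 the saline-treated mice had 2 adjusted calls and the meta-analysis 9, and the concordance up in ISS an exact p of 0.123. Of the 45, 41 and 60 called miRNAs of the saline-treated mice, naïve mice and meta-analysis, TMM kept 42, 38 and 58, total counts 43, 34 and 60, DESeq2 32, 33 and 48, limma-voom 41, 37 and 58, and the 10 CPM filter 28, 18 and 36. Apart from the filter, which tests fewer miRNAs, and the runs with fewer mice, the cause was not tested.

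A replicate block gave 27 called miRNAs in saline-treated mice, 17 higher in ISS and 10 in ILS. Deviations from the strain mean of ISS and ILS mice of the same number correlated at -0.534 to 0.105, and of other numbers at -0.202 to 0.529. This gave no sign that the numbers pair the mice. So few mice cannot exclude a pairing, since the deviations of a strain sum to 0 and depend on each other. No paired analysis was possible for the naïve mice or the meta-analysis because their library names carry no shared number. No run without a filter was possible because the deposited tables hold only miRNAs past it.

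Leaving out each mouse in turn gave 31 to 61 called miRNAs in saline-treated mice (16 to 45 higher in ISS, 8 to 38 higher in ILS, 0 to 2 adjusted) and 21 to 66 in naïve mice (15 to 36 higher in ISS, 6 to 31 higher in ILS, 0 to 10 adjusted). The overlap was 2 to 9 and in the same direction 1 to 7, and the exact p of the concordance 3.97e-07 to 0.0298 up in ILS and 1.84e-08 to 0.546 up in ISS. The meta-analysis had 46 to 73 called miRNAs (23 to 48 higher in ISS, 18 to 40 higher in ILS, 0 to 12 adjusted). Leaving out a saline-treated mouse kept 19 to 33 of the 45 calls in saline-treated mice. Leaving out a naïve mouse kept 20 to 36 of the 41 calls in naïve mice. Any mouse left out kept 40 to 55 of the 60 meta-analysis calls. The interaction had 0 to 2 adjusted and 13 to 59 unadjusted calls, and the difference between the data sets 265 to 286 (156 to 174 higher and 104 to 118 lower in naïve mice). Lists past the test were 2 to 5 in saline-treated mice, 2 to 4 in naïve mice and 1 to 3 between the data sets.

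The combined z of miR-30e-5p ran from -0.876 to 0.467 as each mouse was left out, above 0 without ISS mouse S14 (0.0663), ILS mouse S15 (0.235) and ISS mouse K9 (0.467), and it was above 0 without both ISS S13 and ILS S15 (0.171). That of miR-17-5p, 0.05 as first computed, changed sign with TMM (-0.141), total counts (-0.0151), DESeq2 (-0.0639) and limma-voom (-0.124) and ran from -0.858 to 0.438 as each mouse was left out, under 0 without ISS S15, ILS S15, K15, K6 or K17. The counts that follow cover the miRNAs picked by p or size in each comparison and those of the paper's Table 1, Camk2n1 and hub lists. They do not cover every named miRNA, most were picked for a small p in these data, and an uncalled value that stayed uncalled counts as kept. Leaving out a mouse kept 646 of these values on their side of the threshold, weakened 12, strengthened 6 and reversed 8. TMM kept 63, strengthened 2 and reversed 1, total counts kept 47, strengthened 3 and reversed 1, DESeq2 kept 62, strengthened 2 and reversed 1, limma-voom kept 49, weakened 1 and reversed 1, the legacy fit kept 51, and the 10 CPM filter kept 25, strengthened 4 and weakened 1.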

Differences from the paper's values

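For miRNAs upregulated in ILS at a threshold of 0.20, the paper's exact p is 0.00018 and the value here 4.64e-05. Among the normalization, test, filter and leave-out alternatives set before the data were examined, all at this threshold, only leaving out ISS mouse K9 (1.67e-04) gave a value within 1.5 times of the paper's. For miRNAs upregulated in ISS the paper's exact p is 0.02 and the value here 0.00804, and among these alternatives only TMM normalization (0.0264) came within 1.5 times. The value also moves with the threshold, and at 0.21 the main settings gave 1.88e-04 up in ILS and 0.0160 up in ISS.

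Table S2 of the paper holds 1 miRNA at an adjusted meta-analysis p under 0.05, where 4 were found here. limma-voom, the legacy fit, leaving out ILS mouse K6 and the single model of 12 libraries, all set before the data were examined, gave 1 as well. TMM normalization (14), total counts (16), DESeq2 (18), the filter at 10 CPM (9) and the other runs without a mouse (0 to 12) did not.

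In Figure 3 the natural log of normalized mmu-miR-106b-5p counts in saline-treated mice has a mean of about -1.4 in ILS and about -1.3 in ISS, read by eye, where -1.79 and -1.60 were found here. None of the alternatives set before the data were examined covers these means. In the naïve mice the values did not differ.

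The paper places mmu-miR-3068-5p among the miRNAs that differ between strains in both data sets. Here it had an unadjusted p of 0.0375 in saline-treated and 0.0514 in naïve mice from edgeR, and was called in both data sets with TMM normalization, with total counts and without ISS mouse K4_rep_2. The paper gives a band for the bulk of the Spearman correlations that held 10 of 66 pairs here, with 36 under 0.95 and 20 over 0.98. It states that every miRNA targeting Camk2n1 is upregulated in ISS, and for its miRNA meta-analysis it took direction from the average effect of both data sets. By the mean log2 fold change, the nearest measure here, 7 of the 7 were higher in ISS, as the paper states. Other measures gave fewer or the same, 6 by combined z, 5 in the saline-treated mice and 7 in the naïve mice. Its closing section places the upregulation of the miRNAs in the more sensitive strains, whereas 33 of the 48 miRNAs of the pairs were higher in ISS, the less sensitive strain, by combined z.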

Other observations

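The tests of pituitary tissue, of a strain difference of the naïve size and of the miR-200 family with the miR-183 cluster were chosen after the results they address were seen.

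The higher miR-7 level of saline-treated ISS mice rested on mouse S13, in which mmu-miR-375-3p was 48.4 times the next highest saline-treated mouse. This is consistent with pituitary tissue in that library. Without it the log2 fold change of mmu-miR-7a-5p was 0.01 (SE 0.12), from 0.72 (SE 0.37), and that of mmu-miR-7b-5p -0.22 (SE 0.21), from 0.85 (SE 0.52). The differences from the naïve log2 fold changes were then 4.21 and 2.93 standard errors. This argues only weakly against a strain difference of the naïve size in the other saline-treated mice. The fit has fewer ISS mice, S13 was left out after its values were seen, and both miRNAs can share reads. In the naïve mice pituitary tissue is argued against, since mmu-miR-375-3p in ISS was 0.379 of its ILS level, and a strain difference there stays open. ILS mouse K12 (91.3 normalized CPM) carries much of that ratio. ILS mice K6 (21.2) and K17 (39.3) also lay above the ISS mice (17.2 to 20.4), but K6 only slightly.

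Between libraries of a group, the miR-200 family and the miR-183 cluster rose and fell together (Pearson's r 0.941, permutation p = 1e-05, the smallest that the permutations can give; Spearman's rho 0.923, permutation p = 5e-05; r 0.886 without the 2 libraries farthest from the median). The deviations of a group sum to 0 and depend on each other, yet they were shuffled over all 12 libraries. The permutation p values of this paragraph can therefore be too small. The spread of the miR-200 family between libraries was 1.43 (log2), against a median of 0.160 over 10000 random lists of its size. The random lists hold unrelated miRNAs, whereas miRNAs of a cluster are transcribed together, so the larger spread cannot tell one cause from another. A varying share of olfactory bulb or of other epithelial or sensory tissue is a candidate explanation of the shared rise and fall. The levels in naïve ISS mice could in part reflect it, but shared causes other than tissue were not tested. The olfactory bulbs had been removed from the saline-treated brains, yet the 2 highest deviations were those of ILS mouse S15 (2.19) and ISS mouse S13 (1.38), so bulb there would have to be a remnant, which was not tested. Library size cannot be told apart as a cause (r -0.415, permutation p = 0.178; rho -0.399, permutation p = 0.201; r -0.153 without the 2 farthest libraries), because 12 libraries are too few.

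When the mice were split in other ways, the meta-analysis count was 60 for the real split against a highest of 67 (2 of 100 splits gave at least as many). The split with 67 kept the real naïve groups and put ILS mouse S15 in place of ISS mouse S15. For the concordance up in ILS the exact p was 4.64e-05, with a smallest of 7.77e-07 among the others (3 of 100). These 2 shares are small but were not adjusted over the split tests, so they count against chance only weakly. Chance cannot be excluded for the adjusted meta-analysis count (4, highest other 12, 9 of 100), the overlap in the same direction (5, highest other 12, 11 of 100), the concordance up in ISS (exact p 0.00804, smallest of the others 4.12e-07, 10 of 100) or the lists between the data sets (1, highest other 7, 83 of 100). Within a data set the splits are too few. The real counts were 45 in the saline-treated mice (highest other 51, for ISS mouse S13 with ILS mice S14 and S15) and 41 in the naïve mice (highest other 40), and the lists past the test were 2 (highest other 3) and 3 (highest other 5).

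Of the lists that did not pass as a set in saline-treated mice, miR-17-92 and its paralogs had 1 of 11 members higher in ISS, mmu-miR-363-3p (1 when adjusted over the list alone; camera, adjusted p = 0.0894, and 0.0446 without ILS mouse S13 or 0.0473 without ILS mouse S14). The pituitary list, which shares 3 of its 4 members with the miR-7 family, had 1 higher, mmu-miR-375-3p (1 when adjusted over the list alone; adjusted p = 0.111, 0.942 without ISS mouse S13, 0.0203 without ISS mouse S14, 0.0358 without ISS mouse S15 and 0.0246 without ILS mouse S15). The blood list had 1 of 5 higher, mmu-miR-451a (0 when adjusted over the list alone; 0.936) and the Dlk1-Dio3 cluster 3 of 65 higher (mmu-miR-382-5p, mmu-miR-431-5p and mmu-miR-666-5p) and 1 lower, mmu-miR-668-3p (0 when adjusted over the list alone; 0.616). The miR-200 family and the retina and pineal list had no called member and an adjusted p of 0.668, but were higher in ISS without ILS mouse S15 (0.00114 and 0.00882) and lower without ILS mouse S13 (0.0223 and 0.0478). All these camera values use the preset correlation. With an estimated correlation no list passed in the full set of saline-treated mice. Lists of the miR-7 family (0.614), neurons (0.616), endothelial and mural cells (0.614), choroid plexus and ependyma (0.763), cerebellum and hindbrain (0.668) and let-7 (0.936) had 0 members at an unadjusted p under 0.05 in edgeR.

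In naïve mice the miR-7 family had 2 of 5 members higher in ISS (2 when adjusted over the list alone; adjusted p = 0.120, and 0.0144 without ILS mouse K17). The pituitary list had 2 higher and 1 lower (2 and 1 when adjusted over the list alone; 0.332), microglia and immune cells mmu-miR-155-5p higher and mmu-miR-146a-5p lower of 8 (0.464), neurons mmu-miR-218-1-3p lower of 18 (0.380), cerebellum and hindbrain mmu-miR-195a-5p higher of 4 (0.437) and the Dlk1-Dio3 cluster mmu-miR-668-3p, mmu-miR-673-3p and mmu-miR-673-5p lower of 65 (0.848). These last 4 lists had 0 when adjusted over the list alone. The single measured muscle and liver miRNA, mmu-miR-133b-3p, was higher in ISS (log2 fold change 1.07; 1 when adjusted over the list alone) and too few for a set test. Blood (0.825), endothelial and mural cells (0.380), choroid plexus and ependyma (0.380), miR-17-92 (0.662) and let-7 (0.926) had 0 called members in edgeR. The set values here are from camera with the preset correlation. With an estimated correlation no list passed in the full set of naïve mice.

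Between naïve and saline-treated mice, all 4 measured cerebellum and hindbrain miRNAs were higher in naïve mice at an adjusted p under 0.05, among them mmu-miR-10b-5p (log2 fold change 2.64), mmu-miR-10a-5p (2.51), mmu-miR-497a-5p (1.27) and mmu-miR-195a-5p (1.25). Their set had an adjusted p of 0.124 (0.0314 with total counts and 0.0118 without ILS mouse K17). The miR-7 family had 4 of 5 lower (adjusted p = 0.0795, 0.0358 without ISS mouse S13, 0.0330 without ISS mouse S14, 0.0339 without ISS mouse S15 and 0.0409 without ILS mouse K17) and the pituitary list 3 of 4 lower (0.124, and 0.0461 without ISS mouse S15). The let-7 list passed (0.00334), and of the lists that did not, higher and lower members numbered 6 and 3 of 11 for miR-17-92 and its paralogs (0.704), 1 and 0 of 5 for oligodendrocytes (0.855), 3 and 3 of 18 for neurons (0.855), 3 and 2 of 8 for microglia and immune cells (0.704), 1 and 2 of 5 for blood (0.775), 3 and 0 of 5 for endothelial and mural cells (0.323), 3 and 2 of 6 for choroid plexus and ependyma (0.855), 0 and 2 of 6 for the miR-200 family (0.704), 0 and 0 of 3 for retina and pineal (0.855) and 19 and 19 of 65 for the Dlk1-Dio3 cluster (0.323). Adjusted over the list alone the numbers were the same except for 4 endothelial and mural miRNAs higher and 1 of the miR-200 family lower, and with an estimated correlation no list passed.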
